# Comparative analysis of tissue-specific transcriptomic responses to nitrogen stress in spinach *(Spinacia oleracea)*

**DOI:** 10.1371/journal.pone.0232011

**Published:** 2020-05-06

**Authors:** Vijay Joshi, Madhumita Joshi, Arianne Penalosa

## Abstract

Nitrogen (N) is critical to the growth and productivity of crops. To understand the molecular mechanisms influenced by N stress, we used RNA-Sequencing (RNA-Seq) to analyze differentially expressed genes (DEGs) in root and leaf tissues of spinach. N stress negatively influenced photosynthesis, biomass accumulation, amino acid profiles, and partitioning of N across tissues. RNA-seq analysis revealed that N stress caused most transcriptomic changes in roots, identifying 1,346 DEGs. High-affinity nitrate transporters (NRT2.1, NRT2.5) and glutamine amidotransferase (GAT1) genes were strongly induced in roots in response to N deplete and replete conditions, respectively. GO and KEGG analyses revealed that the functions associated with metabolic pathways and nutrient reservoir activity were enriched due to N stress. Whereas KEGG pathway enrichment analysis indicated the upregulation of DEGs associated with DNA replication, pyrimidine, and purine metabolism in the presence of high N in leaf tissue. A subset of transcription factors comprising bHLH, MYB, WRKY, and AP2/ERF family members was over-represented in both tissues in response to N perturbation. Interesting DEGs associated with N uptake, amino acid metabolism, hormonal pathway, carbon metabolism, along with transcription factors, were highlighted. The results provide valuable information about the underlying molecular processes in response to N stress in spinach and; could serve as a resource for functional analysis of candidate genes/pathways and enhancement of nitrogen use efficiency.

## Introduction

Nitrogen (N), being a constituent of amino acids, nucleic acids, cofactors, and secondary metabolites, is central to most biological activities in plants. Effects of N on plant morphology rely on its concentration, which is a determining factor in several metabolic processes, resource allocation, growth, and development of plants [1]. N moves along a complex branching and merging pathway which interacts at numerous sites with the carbon (C) flow, ion, and assimilates at the cell and whole plant level [2]. N is typically transported in the form of nitrate (NO_3_^−^), dissolved ammonia, and amino acids. Most of the NO_3_^−^ is reduced in the shoots, while ammonia incorporates into amino acids for long-distance translocation. Among various external factors that affect plant growth, N partitioning, in particular, defines the productivity by altering the ratios of roots to shoots [3, 4]. For example, in spinach (*Spinacia oleracea*), suboptimal N nutrition enhanced root growth at the expense of shoot biomass [5, 6].

Spinach is one of the popular nutritious green leafy vegetables grown in most parts of the world. Although understanding the mechanisms of N metabolism in spinach is of considerable significance, most of the previous studies have mainly focused on physiological and agronomical aspects. Most plants can consume only half of the applied N, losing it in the form of NO_3_^−^, which leads to groundwater contamination, health, and environmental hazards [7, 8]. In commercial spinach production, it is estimated that about 60% of N is lost through leaching [9], most likely due to its shallow root system [10] and short production cycle. Although spinach needs significant amounts of N to sustain rapid growth, it is relatively weak in NO_3_^−^ reduction [11–13]. One way to tackle this crisis without compromising productivity is to improve nitrogen use efficiency (NUE) [14].

N perturbation induces series of molecular changes associated with intrinsic processes such as chlorophyll synthesis [15], root architecture [16], and metabolism of sugars and sugar phosphates [17]. In particular, N starvation results in diminished levels of N containing metabolites such as amino acids glutamate (Glu) and glutamine (Gln) [18]. As plants take up NO_3_^−^ and ammonium (NH_4_^+^) from the soil and assimilate into amino acids in roots/shoots, improving the amino acid partitioning from source to sink would be an effective strategy to optimize N utilization [19]. To date, quite a few studies have been conducted to investigate genome-wide expression analysis in response to N stress in various plants such as *Arabidopsis* [20–22], rice [23–25], maize [26, 27], wheat [28, 29], and *Brassica* species [30]. Although this information should help in understanding general molecular processes, each species has its unique and non-overlapping mechanisms to withstand N stress. Besides few studies focusing on mechanisms of N uptake [31, 32] and genotypic variation [6, 33, 34], not much is known about the transcriptomic changes in the vegetative or non-vegetative tissues of spinach in response to N perturbations.

Here we performed RNA-sequencing (RNA-Seq) of leaf and root tissues of spinach combined with physiological and metabolic analyses using two N treatments: high N (200 ppm) and low N (50 ppm). A total of 1346 and 1136 differentially expressed genes (DEGs) were identified in response to N in root and leaf tissues, respectively. The changes in the expression of the identified genes and the impacted pathways in response to N would help in advancing our understanding of tissue-specific molecular and physiological processes in spinach. The novel genes/pathways identified in this study have provided new targets for genetic manipulation or introgression breeding to improve NUE in spinach.

## Materials and methods

### Plant material and growth conditions

The spinach plants were grown in an environmentally controlled growth chamber at the Texas A&M AgriLife Research and Extension Center, Uvalde, Texas. The seeds of spinach variety ‘Banjo’ were grown in plastic containers containing Turface ® based growing medium under 200 μmol·mPPPPP^-2^PPPPP·s PPPPP^-1^ PPPPPlight intensity PPPPP PPPPP (12 hours each light and dark period) at 23°C and 60–70% relative humidity. Two treatments, high N and low N, where N was added in the form of Ca(NO_3_)_2_, were used to maintain the concentration of 200 ppm for high N and 50 ppm for low N. CaCl_2_ was compensated to keep the same concentration of calcium in both treatments. The concentrations of remaining macro- and micro-elements were kept constant using N-free Hoagland’s nutrient solution (No. 2 Basal Salt Mixture, Caisson Labs, Smithfield, UT, USA) comprising 2.86 mg·LPPPPP^−1^PPPPP H_3_BO_3_, 554.90 mg·LPPPPP^−1^PPPPP CaCl_2_R, 0.045 mg·LPPPPP^−1^PPPPP CuCl_2_, 33.0 mg·LPPPPP^−1^PPPPP C_10_RRH_12_N_2_ NaFeO_8_·3H_2_O, 240.33 mg·LPPPPP^−1^PPPPP MgSO_4_, 1.81 mg·LPPPPP^−1^PPPPP MnCl_2_R·4H_2_O, 0.025 mg·LPPPPP^−1^PPPPP Na_2_MoO_4_·2H_2_O, 372.70 mg·LPPPPP^−1^PPPPP KCl, 136.025 mg·LPPPPP^−1^PPPPP KH_2_PO_4_, and 0.1 mg·LPPPPP^−1^PPPPP ZnCl_2_R. Samples collected from 6-week old plants were frozen in liquid nitrogen and stored at −80°C until subsequent analyses. Three independent plants were used for metabolic analysis, total RNA extractions, physiological and biochemical analysis.

### Determination of physiological traits, N, and free amino acids

Leaf photosynthetic rate (Pn), transpiration rate (Tr), stomatal conductance (Cs), and intercellular CO_2_ concentration were measured with LICOR-6400-XT Photosynthetic system (Lincoln, USA) from the fully expanded leaves of 6-week old plants. The chlorophyll content was measured using a portable chlorophyll meter (SPAD-502, Konica Minolta, Tokyo, Japan). The plant samples were analyzed for total N (TKN), NO_3_^−^, NH_4_^+^ Rusing Easy Chem Plus analyzer (Chinchilla Scientific, Oak Brook, IL). The amino acid analysis was performed using WatersPPPPP ^R^PPPPP Acquity H-class UPLC system coupled to WaterPPPPP^R^PPPPP’s Xevo TQs MS-MS mass spectrometer with electrospray ionization (ESI) probe following pre-established protocol [35]. Data integration and quantitation were performed using the Water’s TargetLynx^™^ software. Statistical analysis was performed using JMP Pro 14 (SAS Institute, Cary, NC, USA).

### RNA extraction, cDNA library preparation, and sequencing

#### Sample collection and preparation

The flash-frozen plant samples in liquid nitrogen were ground to a fine powder using a paint shaker (Harbil, Wheeling, IL, USA) and 3-mm-diameter steel balls (Abbott Ball, West Hartford, CT, USA). Total RNA was extracted using an RNeasy® Plant Mini Kit (QIAGEN Sciences, Germantown, MD, USA) as per the manufacturer’s protocol and treated with DNase1 (QIAGEN Sciences, Germantown, MD, USA). The purity of the RNA was analyzed using the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA). RNA integrity and quantitation were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

#### Library preparation for transcriptome sequencing

One μg total RNA per sample was used for the RNA library preparations. Sequencing libraries were generated using NEBNext® Ultra^™^ RNA Library Prep Kit for Illumina® (NEB, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Library concentration was first quantified using a Qubit 2.0 fluorometer (Life Technologies), diluted to 1 ng/μl before checking the insert size on an Agilent Bioanalyzer 2100 system and quantified to greater accuracy by quantitative PCR (Q-PCR) (library activity >2 nM).

#### Data processing and analysis

*Clustering*, *sequencing*, *and quality control*. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina Hiseq platform, and 150 bp paired-end reads were generated. Raw reads of fastq format were processed to obtain clean reads by removing the adapter, reads containing ploy N, and low-quality reads from raw data. At the same time, Q20, Q30, and GC content, the clean data were calculated.

*Reads mapping to the reference genome*. Reference genome and gene model annotation files were downloaded from SpinachBase (http://spinachbase.org/). Index of the reference genome was built using Bowtie v2.2.3, and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12.

Gene expression quantification and DEG analysis:

HTSeq v0.6.1 was used to count the reads mapped to each gene. FPKM [36] of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis of high N and low N conditions (three biological replicates per tissue per treatment) was performed using the DESeq R package (1.18.0) [37]. Genes with P-value < 0.05 found by DESeq were assigned as differentially expressed.

*GO and KEGG enrichment analysis*. Gene Ontology (GO) [38] enrichment analysis of differentially expressed genes was implemented by the GOseq R package, in which gene length bias was corrected. GO terms with P-value less than 0.05 were considered significantly enriched by DEGs. KOBAS software was used to test the statistical enrichment of differential expression genes in the Kyoto encyclopedia of genes and genome pathways database (KEGG; http://www.genome.jp/kegg/) [39].

#### Validation by quantitative real-time PCR

To validate the RNA-seq data, quantitative real-time PCR (RT-qPCR) was conducted to examine the expression pattern of twenty DEGs. Primer Premier 3.0 software was used to design gene-specific primers on the basis of the selected unigene sequences (S1 Table). Total RNA was extracted with the Quick-RNA^™^ Miniprep Kit (Zymo Research Corporation, Irvine, CA) treated with DNase1 (Zymo Research Corporation, Irvine, CA), and subjected to reverse transcription using iScript RT Supermix (Bio-Rad Laboratories, Inc, Hercules, USA). The quality and quantity of the RNA were analyzed by a Denovix DS-11+ spectrophotometer (Wilmington, Delaware, USA). Gene expression analysis via reverse transcription-qPCR was performed using the BioRad CFX96 qPCR instrument using SsoAdv Univer SYBR GRN Master Kit (Bio-Rad Laboratories, Inc, Hercules, USA). The expression levels of selected DEGs were normalized by comparing with an internal reference gene, 18SrRNA [40]. The relative expression levels (Cq values) for each gene were normalized to that of reference genes by taking an average of three biological replicates. The relative expression levels were calculated using the 2^−ΔΔCt^ method [41]. All RT-qPCR were repeated in three biological and three technical replications.

## Results and discussions

### Validation of N stress for expression profiling in spinach

N availability affects its acquisition and metabolism in plants. Hence a detailed phenotypic characterization preceded sampling of material for RNA-Seq analysis. A generalized response to N limitation was confirmed by evaluating responses of gas exchange parameters in the leaves of 6-week old spinach plants. N stress significantly reduced the net photosynthetic rate, stomatal conductance, and transpiration rate, implying compromised photosynthetic performance (Table 1). Further, elemental N and NO_3_^−^_was_ significantly reduced in leaf, petiole, and root tissues validating treatment effect (Fig 1). NH_4_^+^ content was also lower in leaf tissues due to N stress. As most N in plants is converted to organic form as free amino acids, we compared the amounts of six highly abundant amino acids; Asparagine (Asn), Aspartate (Asp), Gln, Glu, Serine (Ser) and Alanine (Ala) in four tissue types of spinach. The contents of all the amino acids showed a significant reduction in the roots, while foremost N carrying amino acids (Asp, Asn, Glu, Gln) were significantly decreased in the leaf tissue (Fig 2). Unlike total N and content of NO_3_^−^, no significant changes were observed in amino acids in petiole due to N stress.

**Fig 1:**
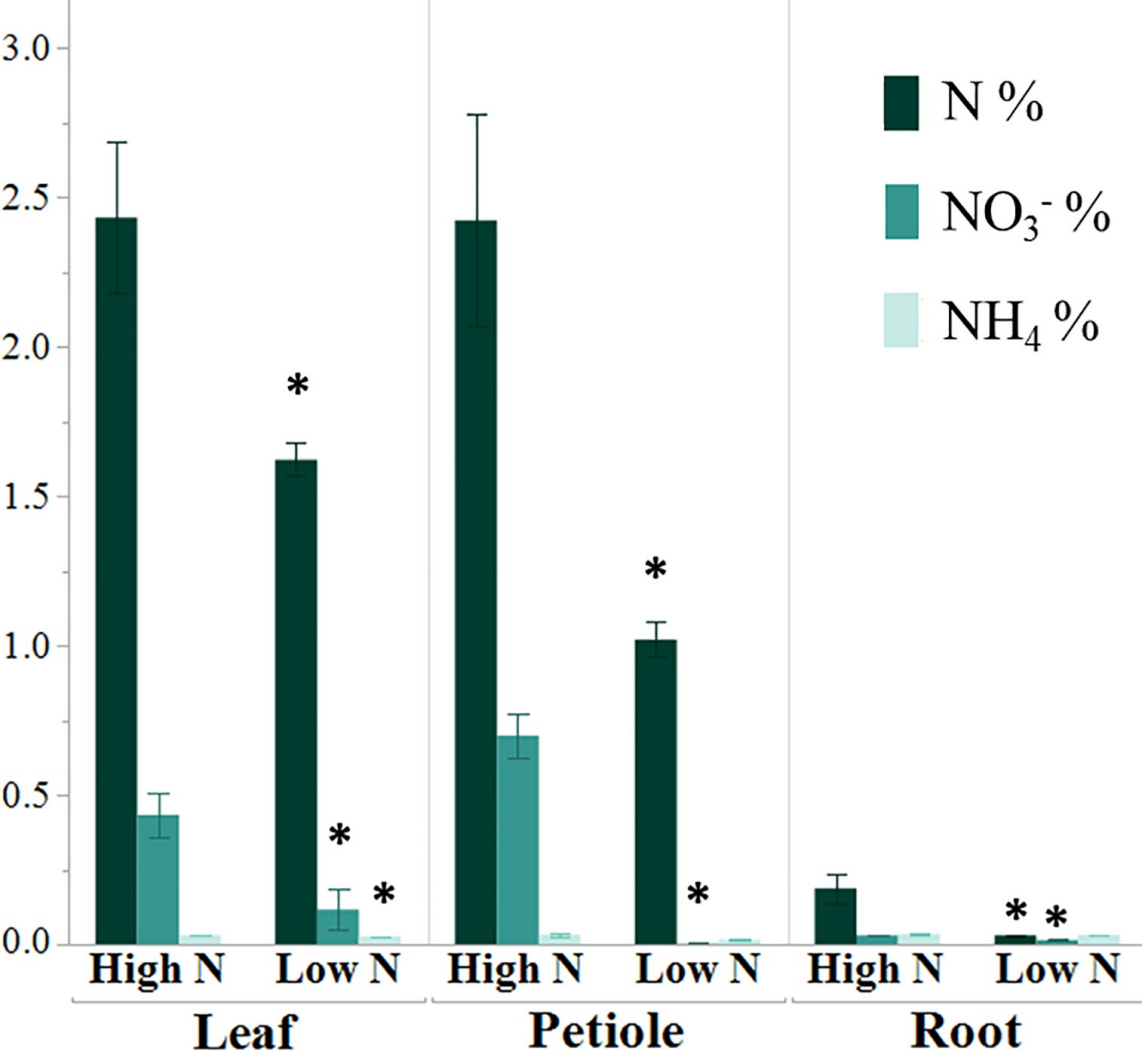
Percent changes in N content in spinach tissues due to N stress. (n = 3, Mean ± SE) * significant at P<0.05.

**Fig 2:**
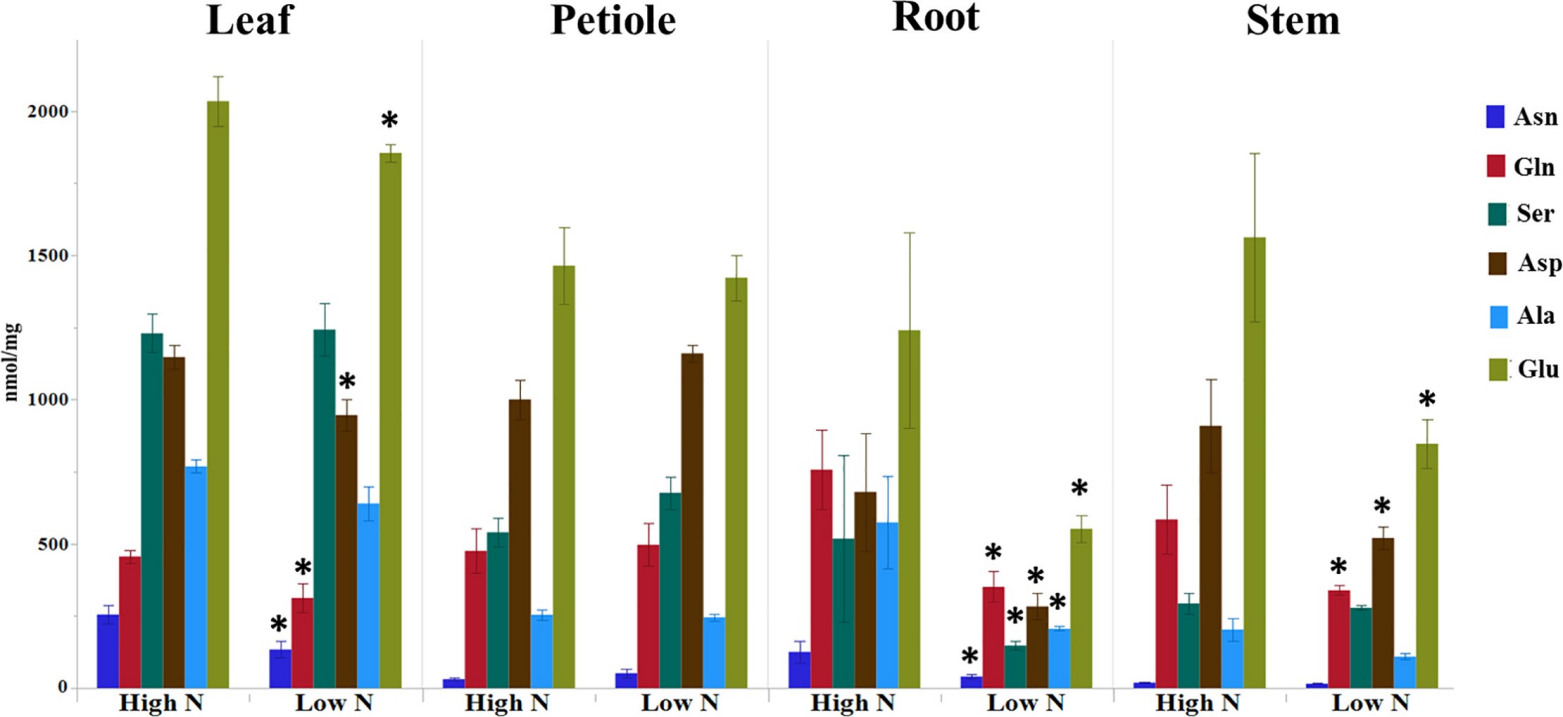
Changes in free amino acids in spinach due to N stress. Asparagine (Asn), Aspartate (Asp), Glutamine (Gln), Glutamate (Glu), Serine (Ser), and Alanine (Ala) (n = 3, Mean ± SE) * significant at P<0.05.

**Table 1:** Responses of gas exchange parameters to N stress in spinach.

Treatment	*P*_*n*_ (μmol CO_2_ m^-2^s^-1^)	*G*_*s*_ (mol_2_ H_2_O m^-2^ s^-1^)	*C*_*i*_ (μmol of CO_2_ / mol)	*E* (mmol H_2_O m^-2^ s^-1^)	SPAD
high N	9.79 ± 0.42	0.58 ± 0.04	347.1 ± 2.12	5.56 ± 0.27	43.7 ± 2.19
low N	6.01 ± 0.46	0.26 ± 0.05	341.2 ± 5.13	3.79 ± 0.5	35.8 ± 1.15
p-Value	0.00*	0.01*	0.34	0.02*	0.03*

*P*_*n*_*—*net photosynthetic rate, *E*- transpiration rate, *G*_*s*_*—*stomatal conductance, *C*_*i*_*—*intercellular CO_2_ concentration, SPAD (Soil Plant Analysis Development) units * significant at *P*<0.05.

### Transcriptome sequencing and assembly of sequencing data

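The values behind the results on leaf and root come from 12 libraries of spinach plants 6 weeks old, with 3 biological replicates of leaf and 3 of root at 200 ppm N (high N) and the same numbers at 50 ppm N (low N). The authors counted read pairs (fragments) on 25495 spinach genes with HTSeq and deposited them as FPKM, with no further scaling between libraries. The FPKM values are exact multiples of 1 fragment, so the fragments behind each value were worked back for 23013 genes. The 12 libraries held 15627994 to 18608172 fragments on genes, with medians of 18263495 in high N leaf, 16576825 in low N leaf, 16121839 in high N root and 17893417 in low N root. A gene of 1 kb with 3 fragments, the smallest number taken as detected, has an FPKM of 0.161 to 0.192 at these depths. Each pair of groups was compared with limma on log2(FPKM + 1), over the genes with a mean FPKM of at least 1 in the libraries compared, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes below are on this scale, and positive values are higher under high N unless another comparison is named. Adding 1 to each FPKM shrinks the log2 fold change of genes with low values. Such values are not to be set against a limit on the paper's folds. Single genes were also compared with a two-sided exact permutation test, which cannot give a p-value below 0.10 with 3 libraries in each group. Gene names are those that the paper gives with the Spo identifiers, since 0 of the identifiers matched the reference annotation used here.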

The transcriptomic changes induced by N stress in a spinach leaf and root tissues were analyzed by RNA-Seq. Total twelve independent libraries; six from leaves (HNL1, HNL2, HNL3 for high N and LNL1, LNL2, LNL3 for low N) and six from roots (HNR1, HNR2, HNR3 for high N and LNR1, LNR2, LNR3 for low N) were sequenced using the Illumina HiSeq platform. On average, 45.53 to 43.47 million raw reads were generated for leaf and root tissues in both N treatments (Table 2). Across all reads, the Q20 and Q30 percentage was more than 97 and 93%, respectively (sequencing error rate was less than 0.03%), and GC content for the libraries was more than 43%. Additional significant characteristics of these libraries are summarized in S2 Table. Among all the libraries, the ratio of total mapped reads and multiple mapped reads in both tissue types was above 85% and 2.5%, respectively. 

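Fragments on genes made up 92.4 to 94.5% of the uniquely mapped read pairs that the paper reports for the 12 libraries. The 100 genes with the most fragments held 26.0 to 32.5% of the fragments in the 6 leaf libraries and 16.2 to 18.9% in the 6 root libraries, so fragments were shared out among fewer genes in leaf. Between 15831 and 16442 genes had an FPKM of at least 1 in a leaf library, and between 17449 and 17739 in a root library.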

Average 85% reads were uniquely mapped to the reference genome in both tissue types under both N treatments. The data generated from all libraries provided a foundation for quality analyses. The RNA-Seq dataset is accessible through GEO Series accession number GSE145943 (https://www.ncbi.nlm.nih.gov/geo/).

**Table 2:** Summary of sequencing data quality of spinach samples in both tissue types and N treatments.

Treatment	Tissue	Sample name	Raw reads	Clean reads	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)
high N	Leaf	HNL1	41597938	40201618	0.03	97.76	93.65	44.15
		HNL2	47471760	45594984	0.03	97.72	93.64	44.48
		HNL3	47246618	45862032	0.03	97.53	93.07	44.20
	Root	HNR1	43542944	42695366	0.03	97.66	93.34	43.31
		HNR2	42288790	41132378	0.03	97.52	93.08	43.21
		HNR3	42159430	39940286	0.03	97.60	93.30	43.22
low N	Leaf	LNL1	46979108	42951112	0.03	97.75	93.62	44.14
		LNL2	43156630	41716986	0.03	97.85	93.81	44.62
		LNL3	46758928	45391850	0.03	97.52	93.10	44.15
	Root	LNR1	45260090	44242952	0.03	97.71	93.49	43.29
		LNR2	46795700	45438476	0.03	97.72	93.49	43.57
		LNR3	40777766	39803014	0.03	97.90	93.95	43.33

The correlations among biological replicates were assessed using the Pearson correlation coefficient (S1 Fig) to validate the reliability of RNA-seq data. 

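Over all genes on the log10(FPKM + 1) scale, the squared Pearson correlation of replicate libraries averaged 0.950 ± 0.0143 (SD, n = 12 pairs) and ranged from 0.912 to 0.962. These correlations are across genes, and genes are not independent replicates. By group, the mean of the 3 pairs was 0.951 in high N leaf, 0.937 in low N leaf, 0.957 in high N root and 0.955 in low N root. Restricting the genes to those with a mean FPKM of at least 1 moved the mean most, to 0.917.

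**Figure D1:**
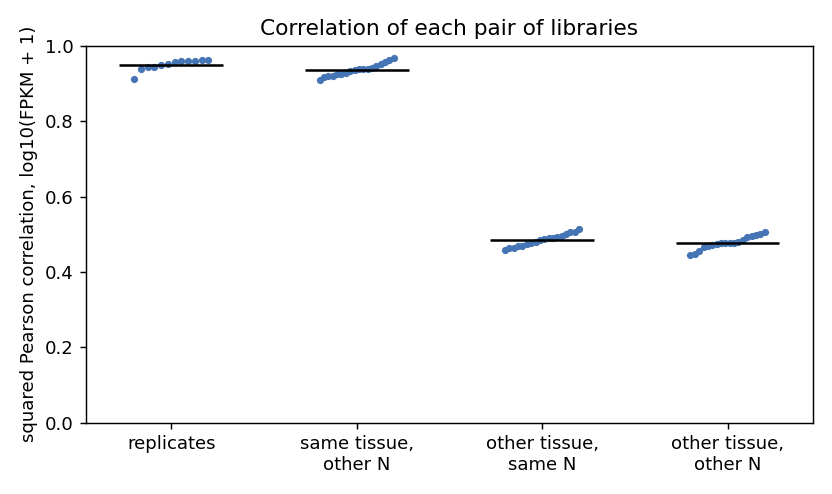
Squared Pearson correlation of log10(FPKM + 1) over all genes (vertical axis) for each pair of libraries, grouped by whether the pair shares its tissue and its N level. Each point is a pair of libraries and each line the mean of its group, which is 0.950 for replicates and 0.484 for pairs from different tissues at the same N level.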

The libraries for the same treatment (i.e., biological replicates) were highly correlated. The weak correlation between tissue types within treatments suggests a significant impact of N stress on gene expression profiles. 

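Between leaf and root libraries of the same treatment, the squared correlation was 0.484 ± 0.0142 (SD, n = 9 pairs) under low N and 0.484 ± 0.0194 (SD, n = 9 pairs) under high N. Between high N and low N libraries of the same tissue, it was 0.931 ± 0.0110 (SD, n = 9 pairs) in leaf and 0.942 ± 0.0190 (SD, n = 9 pairs) in root. The pairs share libraries and are not independent. The mean for replicates of the same tissue was 0.944 in leaf and 0.956 in root, so the difference between treatments was smaller than the replicate SD in leaf (0.0175) and larger than it in root (0.00798). Against the SD of the pairs between treatments, this difference was larger in leaf (0.0110) and smaller in root (0.0190). The comparison therefore does not rank the tissues.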

Distinct gene expression levels under different experiment conditions also suggest that root tissue is more sensitive to N perturbation than leaf tissue (S2 Fig).

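The response to N in each tissue was measured on log2(FPKM + 1) as a ratio of mean squared Euclidean distances. The mean squared distance between high N and low N libraries was divided by that between replicates. The ratio was 1.36 in root, the highest of the 10 ways to split the 6 root libraries into groups of 3 (one-sided exact permutation test, p = 0.10, the smallest it can give). In leaf the ratio was 1.22, also the highest of 10 (one-sided exact permutation test, p = 0.10). Requiring a mean FPKM of at least 5 gave 1.42 in root, and a pseudocount of 0.1 gave 1.27. With each library left out in turn, the ratio ranged from 1.14 to 1.61 in root and from 1.12 to 1.38 in leaf, and these ranges overlap. The difference between the 2 tissues was not tested with this measure. Median FPKM over all genes was 5.57 to 5.82 in the root libraries and 3.08 to 4.18 in the leaf libraries. From the distinct expression levels, the paper proposes that roots respond more to changes in N than leaves.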

### Analysis of differentially expressed genes (DEGs)

The cluster analysis confirmed that a large number of genes were differentially expressed in leaf and root tissues in both treatments (low N and high N) (S3 Fig). 

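Between root and leaf under low N, 12126 of 18408 genes had a limma p-value below 0.05 and 11293 an adjusted p-value below 0.05. Of the genes at the unadjusted threshold, 9164 (75.6%) were higher in root and 2962 higher in leaf. A mean FPKM of at least 5 moved the count most, to 9470 genes. Median-of-ratios scaling between libraries gave 9581 genes, of which 53.4% were higher in root, and quantile normalization 9935, of which 53.0% were. The median log2 difference between root and leaf over all tested genes was 0.55 with FPKM as deposited and 0.05 with median-of-ratios scaling. Leaf and root libraries of the same replicate number deviated together from their group means (mean correlation 0.225), and with the replicate number as a block 12408 genes had a p-value below 0.05 and 11594 an adjusted one.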

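In root, 1993 of 17881 genes had a limma p-value below 0.05 and 5 an adjusted p-value below 0.05, where 894 genes are expected at the unadjusted threshold by chance. Of the 1993 genes, 828 (41.5%) were higher under high N and 1165 lower. Array weights moved the count most, to 4208, and median-of-ratios scaling moved the share of higher genes to 52.6%. The high N and low N libraries did not overlap for 1571 of the 1993 genes (78.8%) and for 2795 of all tested genes (15.6%), where 10% is expected by chance. The 5 genes with an adjusted p-value below 0.05 were all higher under high N in 3 of 3 libraries. They were Spo07360 (Peroxidase 2, a log2 fold change of 2.78 (standard error 0.22, adjusted p = 0.0379 from limma)), Spo23280 (Cinnamoyl-CoA reductase-like SNL6, a log2 fold change of 2.55 (standard error 0.18, adjusted p = 0.0379 from limma)), Spo25740 (Chalcone synthase 2, a log2 fold change of 2.48 (standard error 0.22, adjusted p = 0.0453 from limma)), Spo19365 (RING-H2 finger protein ATL11, a log2 fold change of 2.36 (standard error 0.21, adjusted p = 0.0453 from limma)) and a NAC29 gene, Spo21018. These genes were named after their values were seen.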

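Of the root genes that the paper lists as up-regulated under high N (S3 Table), 666 passed the filter on low values, all of them were higher under high N here, and 591 had a p-value below 0.05. Of the listed down-regulated genes (S4 Table), 563 passed the filter, all were lower, and 550 had a p-value below 0.05. With adjustment over all tested genes 5 and 0 genes remained below 0.05, and with adjustment over each list alone 558 and 549. The lists were drawn from these same libraries, so the adjustment within a list does not measure how stable they are. The largest changes in root among genes whose libraries did not overlap were rises of GAT1 (Spo00216), Spo21766 (Antiviral protein MAP) and Spo22154, and falls of Spo09968 (NRT2.1), Spo09198 and Spo11782 (Probable cation transporter HKT6). Spo21766 had 102 ± 86.7 FPKM (SD, n = 3) under high N and 4.66 ± 2.95 FPKM (SD, n = 3) under low N, a log2 fold change of 4.01 (standard error 0.72, adjusted p = 0.208 from limma). Spo11782 had 3.65 ± 1.98 FPKM (SD, n = 3) under high N and 31.4 ± 14.3 FPKM (SD, n = 3) under low N, a log2 fold change of -2.81 (standard error 0.46, adjusted p = 0.171 from limma). Spo09198 averaged 31.3 ± 45.1 FPKM (SD, n = 3) under low N, with a spread larger than its mean.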

The DEG analysis of roots revealed that 1346 transcripts were significantly (p < 0.05) altered when plants were grown in high N. These included 726 upregulated and 620 downregulated transcripts (Fig 3, S3 Table, S4 Table). A total of 1136 genes were differentially expressed in leaf tissue, of which 550 genes were upregulated (Fig 3, S5 Table), while 586 were downregulated in high N (Fig 3, S6 Table). 

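In leaf, 1850 of 16522 genes had a limma p-value below 0.05 and 0 an adjusted p-value below 0.05, and the smallest adjusted p-value from limma was 0.106. By chance 826 genes are expected at the unadjusted threshold. Higher under high N were 780 genes (42.2%) and lower 1070, and with median-of-ratios scaling 53.2% of 2090 genes were higher. High N and low N leaf libraries of the same replicate number deviated together (mean correlation 0.111). With the replicate number as a block, 2208 genes had a p-value below 0.05 and 0 an adjusted one. Array weights gave the largest count, 3033. The libraries did not overlap for 1653 of the 1850 genes (89.4%) and for 17.8% of all tested genes. Of the genes in the paper's S5 and S6 Tables, 494 and 521 passed the filter, all changed in the listed direction, and 465 and 495 had a p-value below 0.05. Adjusted over each list alone 457 and 490 stayed below 0.05, and over all tested genes 0 in each list. These lists too came from these same libraries, so neither the direction nor the adjustment within a list is separate evidence.

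**Figure D2:**
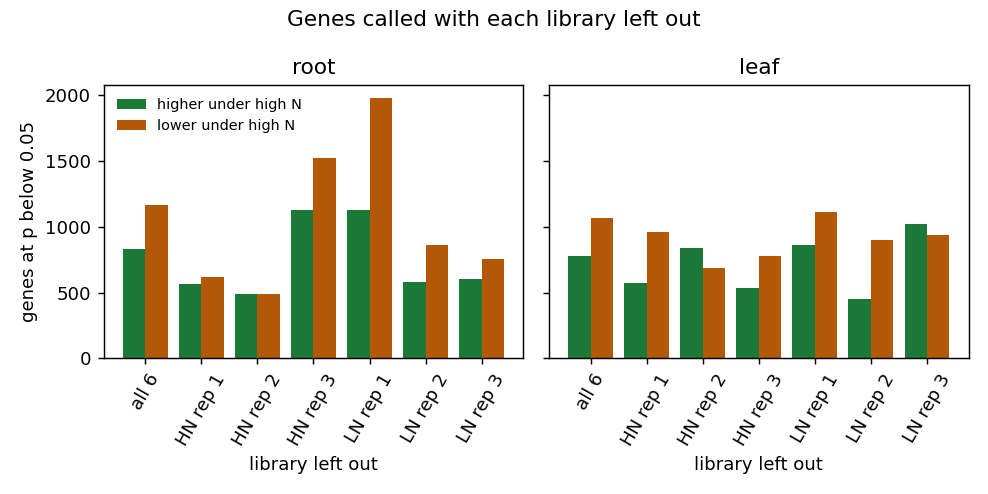
Number of genes with p below 0.05 (vertical axis) that were higher or lower under high N in root (left) and leaf (right), with all 6 libraries and with each library left out in turn (horizontal axis; HN, high N; LN, low N). Leaving out a library gave 977 to 3110 genes in root and 1310 to 1975 in leaf.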

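The number of root genes over the number of leaf genes at p below 0.05 was 1.08. With a replicate block the ratio was 0.902, with median-of-ratios scaling 0.923, with quantile normalization 0.931 and with all 4 groups fitted together 0.766, so these settings gave more genes in leaf at this threshold. At an adjusted p-value below 0.05 the fit of all 4 groups had 81 genes in root and 14 in leaf, the opposite order. Leaving out each library in turn gave ratios from 0.528 to 1.68. Each of these sets a tissue with a library left out against the other tissue with all its libraries. The largest changes in leaf were rises of Spo23397, Spo05145 (Glycerophosphodiester phosphodiesterase GDPD1) and an asparagine synthetase (Spo08792), and falls of Spo17157 (Heat shock cognate 70 kDa protein 2), Spo18481 (RADIALIS-like 6) and Spo04382 (HSP90-1). Spo05145 had 87.1 ± 67.5 FPKM (SD, n = 3) under high N and 6.68 ± 8.45 FPKM (SD, n = 3) under low N, a log2 fold change of 3.90 (standard error 0.85, adjusted p = 0.202 from limma). Spo17157 had 2.17 ± 1.09 FPKM (SD, n = 3) under high N and 74.9 ± 78.8 FPKM (SD, n = 3) under low N, a log2 fold change of -3.65 (standard error 1.10, adjusted p = 0.325 from limma). With the replicate block, the adjusted p-values from limma were 0.143 for Spo05145 and 0.271 for Spo17157. From the larger number of DEGs in root than in leaf, the paper states that N stress changed expression mostly in roots.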

Within treatments, the number of DEGs was higher in high N treatment while within tissue types, it was more abundant in root tissue in both N treatments (Fig 4). 

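Between root and leaf under high N, 12921 of 18247 genes had a limma p-value below 0.05 and 12337 an adjusted p-value below 0.05, against 12126 and 11293 under low N. Higher in root under high N were 9678 genes (74.9%) and higher in leaf 3243. Median-of-ratios scaling gave 10966 genes with 52.4% higher in root, and moved the median log2 difference over all tested genes from 0.52 to 0.04. With the replicate number as a block (mean correlation of same-numbered libraries 0.200), 12600 genes had a p-value below 0.05 and 11922 an adjusted one. With each library left out in turn, the counts ranged from 11582 to 12779 under high N and from 10578 to 12038 under low N, and these ranges overlap. With all 4 groups in one fit the order of the treatments turned around, with 12601 genes under high N and 12718 under low N at p below 0.05, and low N also had more genes at an adjusted p-value below 0.05. The difference between the 2 treatments in this number was not tested.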

Between treatments, the DEG analysis revealed that expression of 222 genes was significantly (p < 0.05) affected by N stress, of which 88 genes were upregulated and 134 genes downregulated in the presence of high N availability (S4 Fig). 

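With leaf and root libraries taken together as 6 high N and 6 low N libraries, 623 of 18411 genes had a p-value below 0.05, where 921 are expected by chance, and 0 had an adjusted one. Of these, 278 were higher (44.6%) and 345 lower under high N, and the smallest adjusted p-value from limma was 0.207. This fit had no term for tissue, so the difference between leaf and root counted as spread within each N group. A number below the 921 expected by chance therefore does not show that N had no effect. Quantile normalization gave 1011 genes with 56.3% higher. Adding tissue as a covariate gave 3042 genes with 70 at an adjusted p-value below 0.05. Tissue together with the replicate block moved the count most, to 3182 genes, with 2 at an adjusted p-value below 0.05.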

Together, all the DEGs in root and leaf tissues under both treatments are presented as a single Venn diagram (Fig 5). 

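At p below 0.05, 376 genes were called in both the root and the leaf comparison, where 159 are expected by chance among the 15344 genes tested in both (Fisher's exact test, odds ratio 3.36, p = 2.4e-64). That test treats genes as independent. It and the expected number also leave out that leaf and root libraries of the same number deviated together. Their mean correlation was 0.225 under low N and 0.200 under high N. Of the shared genes, 333 (88.6%) changed in the same direction in both tissues and 43 in opposite directions. Genes called in root and in none of the other 3 comparisons numbered 123, and those called in leaf alone 85. Array weights moved the number of shared genes most, to 932.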

Total 200 and 181 DEGs were uniquely expressed in root and leaf tissue, respectively.

**Fig 3:**
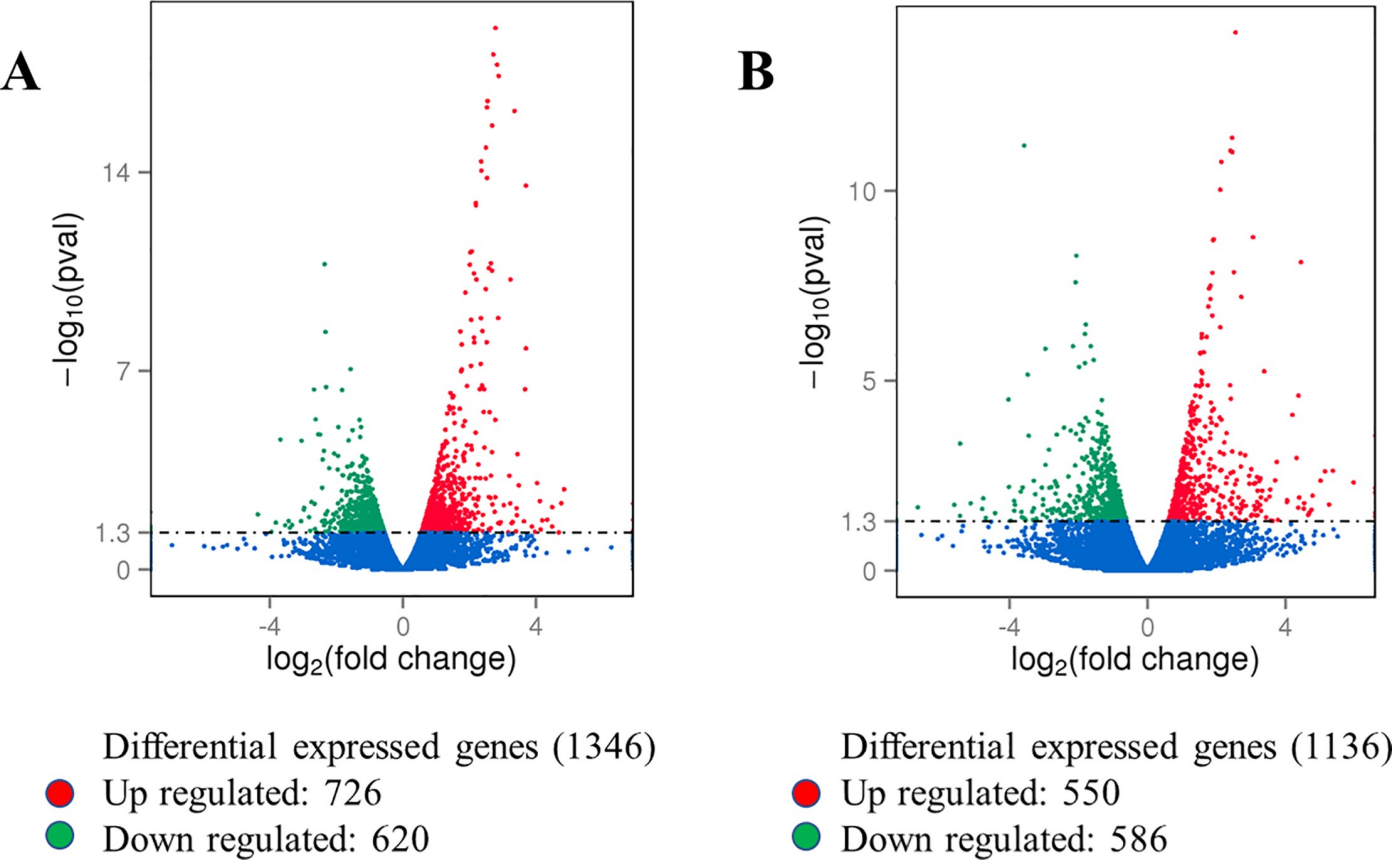
The volcano maps showing the number of differentially expressed genes (DEGs) in the root (A) and leaf (B) tissues in high N. Red dots represent up-regulated genes, and green dots represent down-regulated genes (p < 0.05).

**Fig 4:**
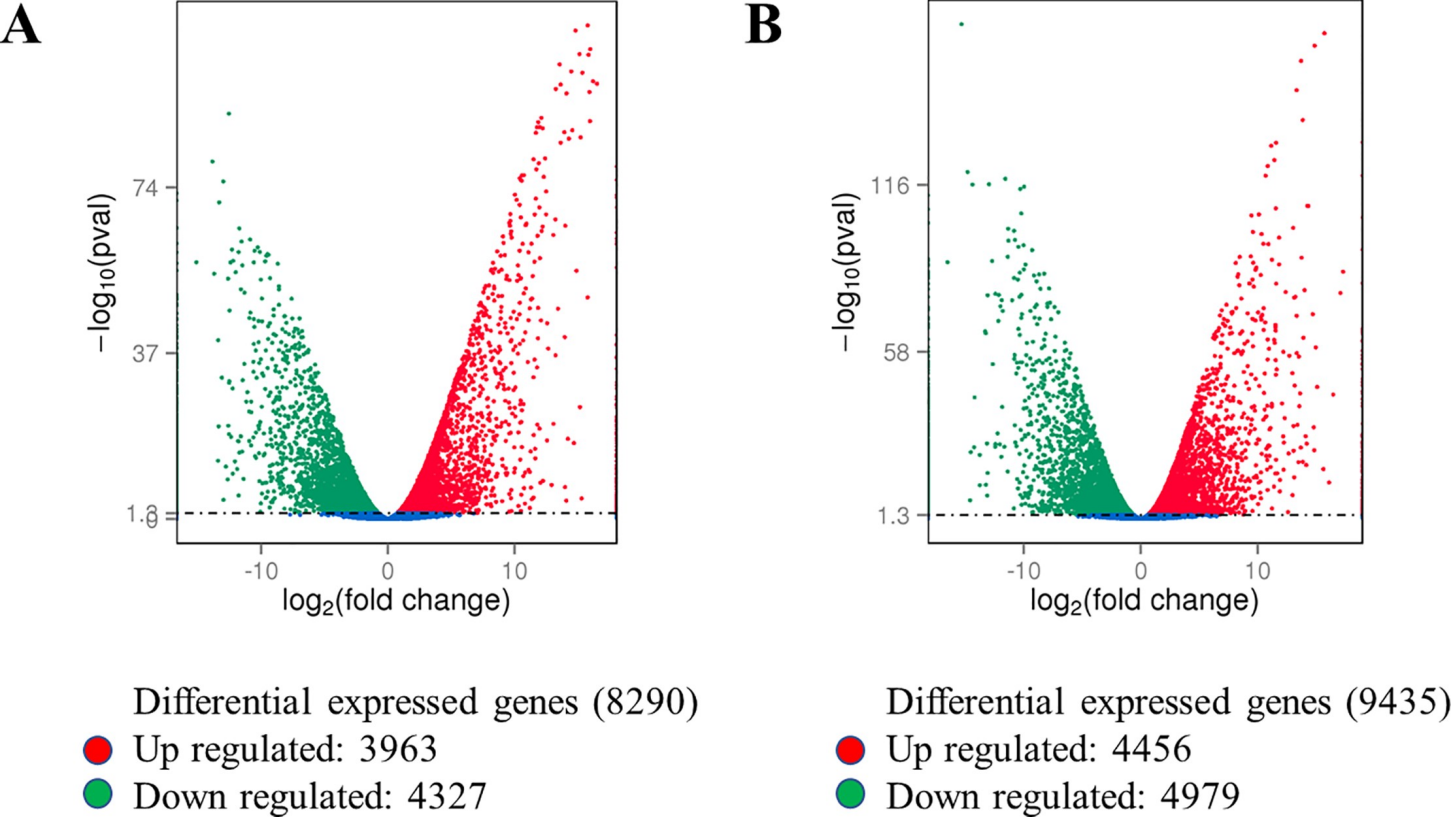
The volcano maps showing the number of differentially expressed genes (DEGs) in the leaf of spinach plants grown under low N (A) and high N (B) treatments. Red dots represent up-regulated genes, and green dots represent down-regulated genes (p < 0.05).

**Fig 5:**
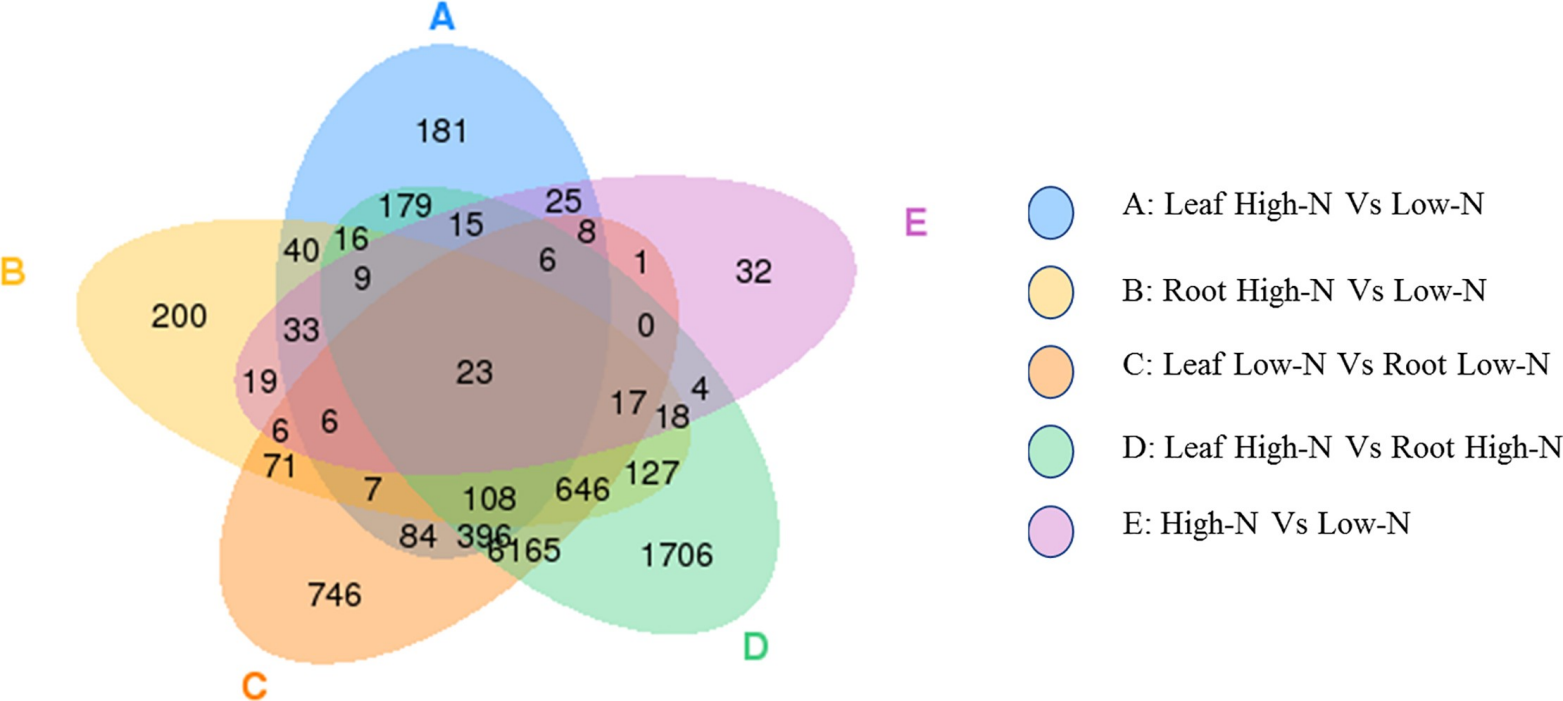
The Venn diagram presenting the number of differentially expressed genes (DEGs) within the treatment. The sum of the number in the circle presents the total number of DEGs, and the overlap presents the genes in common.

### Functional annotation and GO enrichment analysis of DEGs

Among the DEGs that were significantly upregulated in leaf under Low N, functional annotation showed that 15 biological processes, 9 cell component metabolic pathways, and 6 molecular functions were significantly over-represented (p-value < 0.05) (Fig 6). Similarly, DEGs showing down-regulation in leaf affected 21 molecular functions, followed by 8 biological processes under low N availability (Fig 6). In leaves, the low N availability mainly upregulated DEGs associated with biological processes, metabolic and organo-nitrogen metabolic processes, while the membrane and its integral components, and protein modification processes were over-represented in DEGs that were down-regulated. In the case of high N treatment, among the up-regulated DEGs, functional annotation showed 15 biological processes, 12 cellular components, and 3 molecular functions were significantly affected (Fig 7). While among the downregulated DEGs, 7 biological processes and cellular components, and 16 molecular functions were over-represented. Similar to the upregulated DEGs associated with biosynthetic processes in leaves under low N, high N treatment clearly represented processes related to the biosynthesis and metabolism of nitrogenous compounds and peptides. Among the downregulated DEGs, functions associated with membrane modifications, response to a stimulus, protein modifications, and transferase activity were significantly over-represented in leaf tissue in high N treatment.

**Fig 6:**
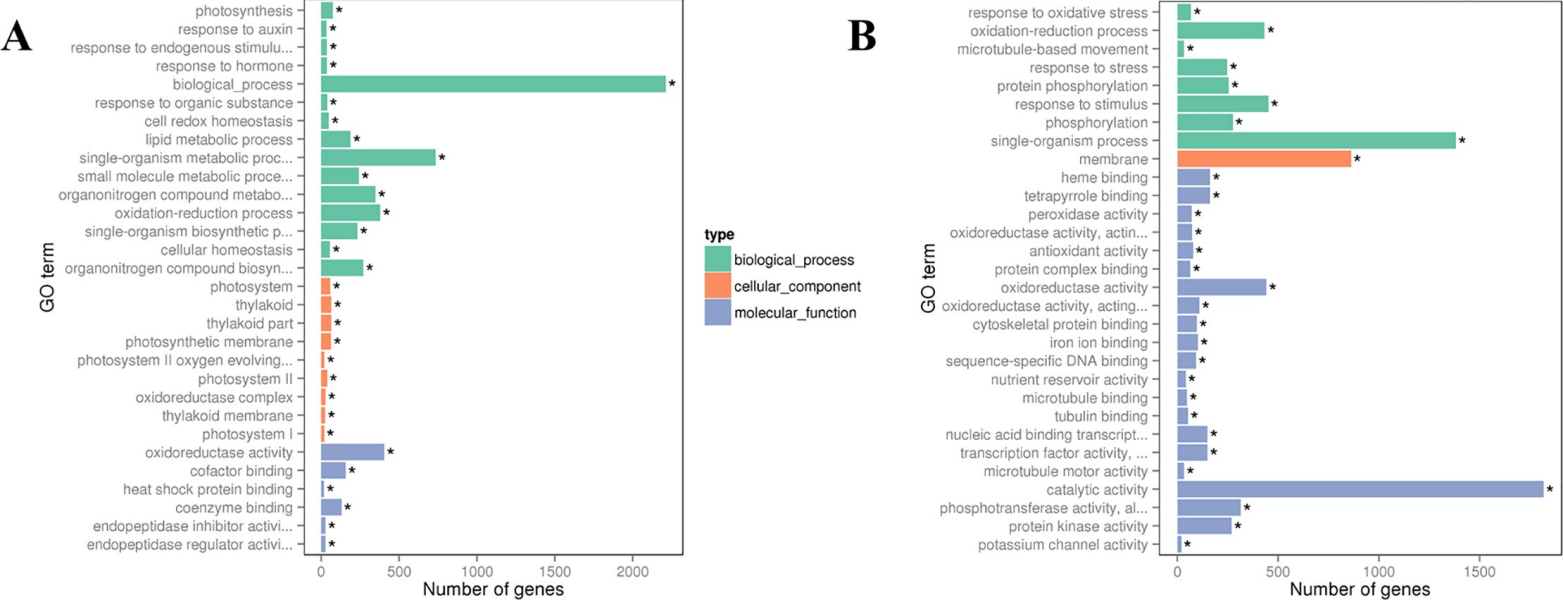
Gene ontology (GO) enrichment bar chart of DEGs showing most enriched G) terms of (A) upregulated and (B) downregulated DEGs in leaf under Low-N. The y-axis is the enriched GO term; the x-axis is the number of DEGs enriched in the listed term. Colors represent different GO types: biological process, cellular component, and molecular function. * significantly enriched term (p-value < 0.05).

**Fig 7:**
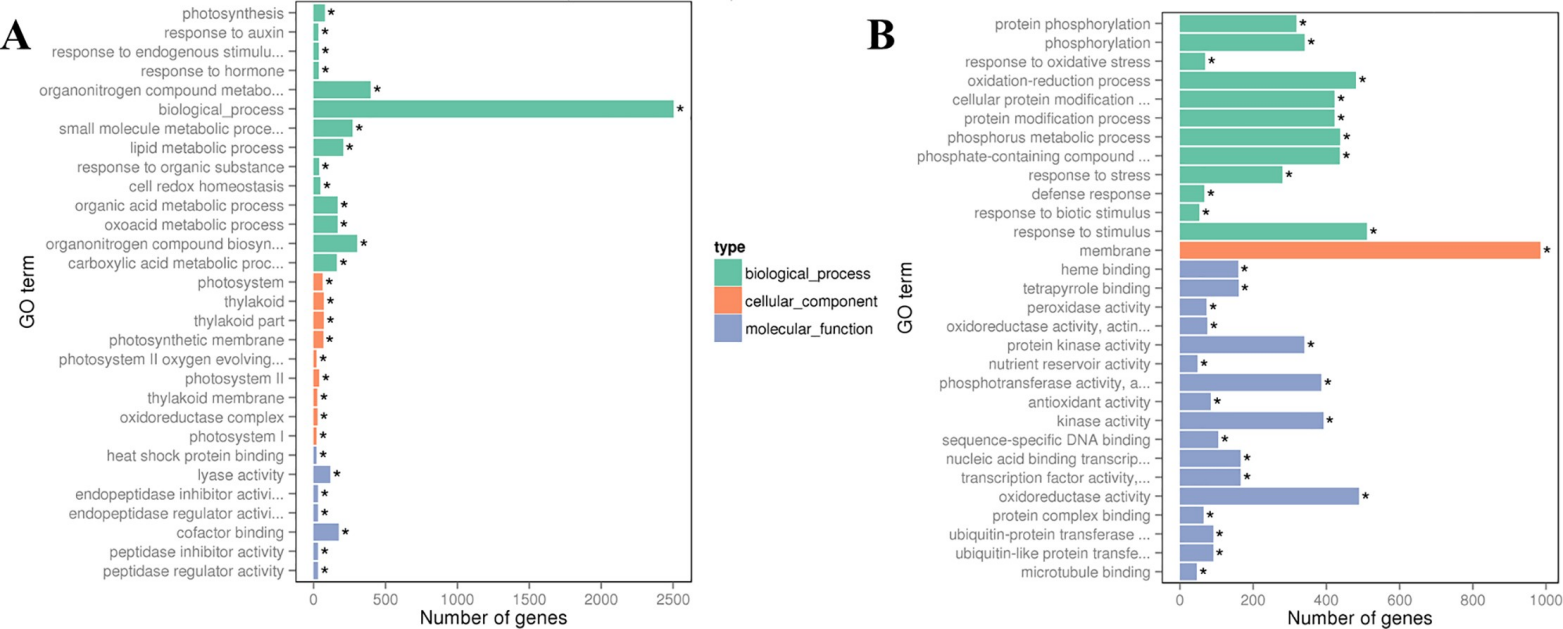
Gene ontology (GO) enrichment bar chart of DEGs showing most enriched G) terms of (A) upregulated and (B) downregulated DEGs in leaf tissues under High-N. The y-axis is the enriched GO term, and the x-axis is the number of DEGs enriched in the listed term. Colors represent different GO types: biological process, cellular component, and molecular function. * significantly enriched term (p-value < 0.05).

Overall, in root tissue, the GO terms such as membrane and cellular components, biological processes associated with a single organism, response to stimulus and transferase activity were over-represented in the up-regulated DEGs while nutrient reservoir activity related function was represented in the down-regulated DEGs due to N stress (S5 Fig). While in the case of leaf tissue, only the functions associated with catalytic, transferase, and kinase activities were represented in the up-regulated DEGs during N stress (S6 Fig). Taken together, N stress over-represented GO terms such as biological processes, molecular functions like catalytic and transferase activity, and cellular locations like a membrane or its components in the up-regulated DEGs (S7 Fig).

### KEGG pathways associated with differentially expressed genes

The enrichment of KEGG pathways was similar in leaf and root tissues in both N treatments (Fig 8), showing over-representation of DEGs associated with metabolic pathways, especially in amino acid metabolism and biosynthesis of secondary metabolites. DEGs related to amino acid metabolic pathways such as Ala, Asp, and Glu synthesis, glutathione metabolism, phenylalanine metabolism were enriched in both N treatments. KEGG pathways of DEGs identified in both N treatments in leaf Vs. root tishsue is shown in S8 Fig. Like tissue types, the analysis showed that the number of DEGs in both N treatments were also associated with metabolic and biosynthesis of secondary metabolites pathways.

**Fig 8:**
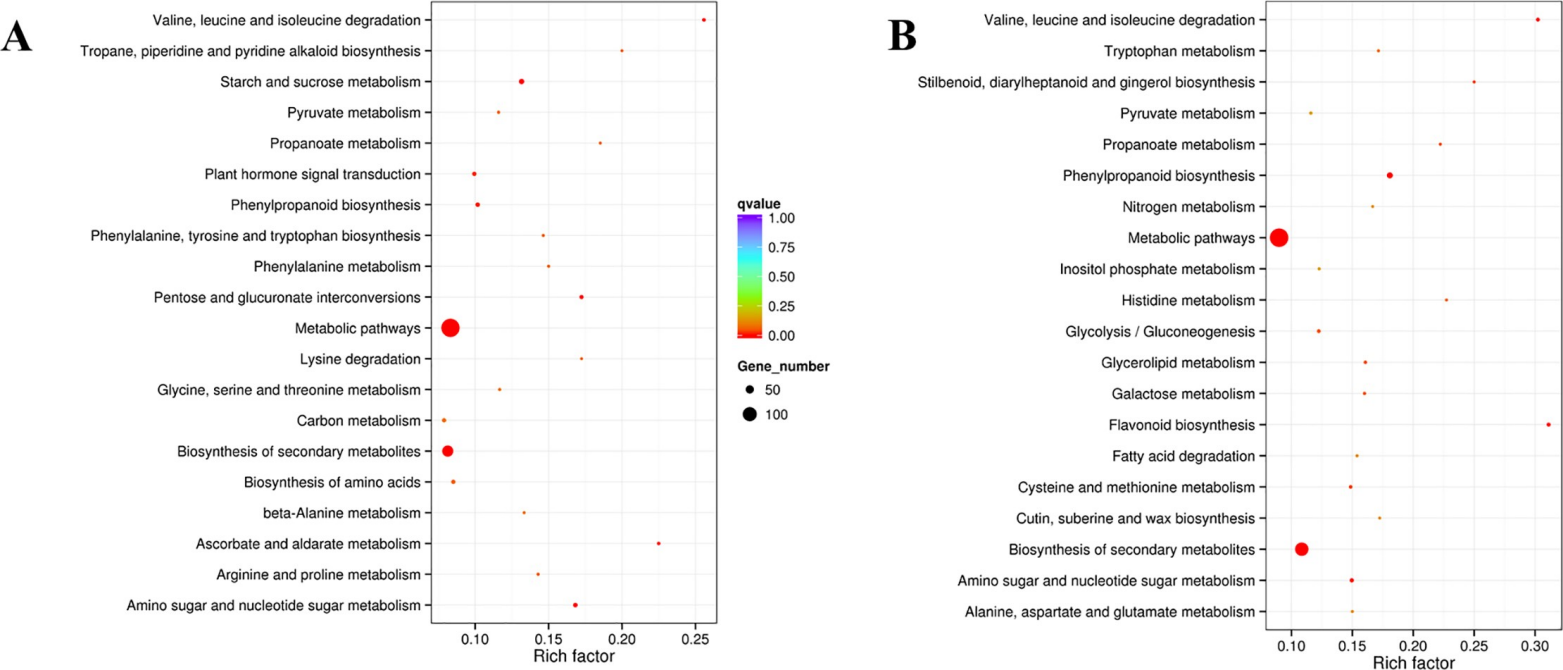
KEGG pathway enrichment scatters plot analysis of DEGs in leaf (A) and root (B) tissues between the N treatments. The Rich factor is the ratio of DEGs in this pathway term to all gene numbers annotated in this pathway term. A q value is the corrected p-value ranging from 0 to 1, and a lower value indicates higher pathway enrichment. The pathway names are shown on the vertical axis, rich factor on the horizontal axis, the size of the point represents the number of DEGs, and the color of the dot represents the q value.

### Quantitative real-time-PCR validation of DEGs from RNA-Seq

To validate RNA-seq results, we selected twenty DEGs to confirm their expression patterns of the by quantitative real-time PCR. 

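RNA-Seq values were compared for the genes that the paper lists for RT-qPCR (S1 Table). In root, 10 genes were found and 10 changed in the listed direction. The high N and low N libraries did not overlap for 8 of them, and 3 of the 10 passed the filter on low values, all with p below 0.05 before adjustment. In leaf, 11 genes were found, 11 changed in the listed direction and 8 did not overlap. Of these, 10 passed the filter and 9 had a p-value below 0.05. The smallest adjusted p-value from limma was 0.171 in root and 0.130 in leaf. The paper chose these genes from its DEGs in these same libraries, so the shared direction is not separate evidence. The RT-qPCR values themselves were not analysed here.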

The fold-changes of the selected genes using RT-qPCR were consistent (S9 Fig) with the results obtained with RNA-Seq analysis (R^2^ = 0.085, r^2^ = 0.93 for roots and R^2^ = 0.080, r^2^ = 0.91 for leaf), indicating reproducibility and credibility of the RNA-seq data to evaluate the expression of nitrogen-responsive genes in spinach. Histograms were produced by comparing the Log2 fold-changes by transcriptome analysis and RT-qPCR (S10 Fig).

### Key genes responding to N perturbations

A complex network of developmental, physiological, biochemical, and molecular responses regulates uptake and partitioning of N. We selected a subset of DEGs that were directly associated with N metabolisms, such as N uptake, assimilation, and transport to understand their role in leaf or root tissues based on N availability.

### Nitrate transporters

Among the four families of transporters, Nitrate Transporter 1 (NRT1) [42] and Nitrate Transporter 2 (NRT2) [43] participate in NO_3_^−^ uptake, distribution, or storage. As per the external NO_3_^−^ concentration, plants use two specialized transport systems [44], a constitutive, low-affinity transport system (LATS) and an inducible, high-affinity transport system (HATS) to maximize N uptake efficiency [45–47]. The LATS allows transport during high external NO_3_^−^ while low concentrations activate HATS [44], although it also contributes to fulfilling NO_3_^−^ demand at higher concentrations [48]. We first looked at differentially expressed NO_3_^−^ transporters under HATS induced in roots in response to N stress. 

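Spo09968 (NRT2.1) had 34.0 ± 57.6 FPKM (SD, n = 3) under high N and 215.6 ± 52.9 FPKM (SD, n = 3) under low N, a log2 fold change of -5.02 (standard error 1.54, adjusted p = 0.374 from limma). The high N mean rested on replicate 3, with 101 FPKM against 1.28 in replicate 1 and 0.198 in replicate 2, and every high N library was below every low N library (exact permutation test, p = 0.10). With each library left out in turn, its log2 fold change lay between -7.00 and -3.80. Spo03990 had 1.54 ± 0.801 FPKM (SD, n = 3) under high N and 6.14 ± 2.14 FPKM (SD, n = 3) under low N, a log2 fold change of -1.50 (standard error 0.33, adjusted p = 0.294 from limma), with no overlap between the groups.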

We found at least three *NRT2*.*1* (*Spo03988*, *Spo09968*, *Spo03990*) members from HATS were induced in roots due to N stress. In particular, the expression of *Spo03988* (*NRT2*.*5*) and *Spo09968* (*NRT2*.*1*) were upregulated 4.3 and 2.6-fold higher in N stressed roots. 

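Spo03988 (NRT2.5) was below the filter on low values, with 0.0412 ± 0.0405 FPKM (SD, n = 3) under high N and 0.864 ± 0.714 FPKM (SD, n = 3) under low N. It had 0 to 2 fragments in the high N root libraries and 1 to 37 fragments in the low N libraries (exact permutation test, p = 0.30), and the groups overlapped. All high N libraries lay at or under 3 fragments, so its mean was at least 7.25-fold higher under low N. For Spo09968, the ratio of the mean FPKM was 6.34, a log2 ratio of -2.66 for high N over low N. The paper's gene lists hold log2 folds, and its text names no scale for the folds of these genes. The ratios of 6.34 and 7.25 are not on a log2 scale.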

The affinity of NRT2 transporters for now NO_3_^−^ influx in the root has already been demonstrated for NRT2.1 and NRT2.5 [43, 49, 50]. NRT2.5 is a part of HATS that enables roots to absorb NO_3_^−^ under limited availability, contributes to phloem loading in shoots, and activates nitrate-inducible genes [49, 51]. Both; *NRT2*.*1* and *NRT2*.*5* in *Arabidopsis* have been characterized as NO_3_^−^ responsive genes [52]. Additionally, expression of *Spo15883* (*NRG2*, *Nitrate regulatory gene*) was also induced in roots due to limited N availability. These genes are required for NO_3_^−^ signaling and regulate expression of the nitrate-responsive genes, including NRT2.1 [53]. 

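Spo15883 had 0.126 ± 0.101 FPKM (SD, n = 3) under high N and 0.429 ± 0.235 FPKM (SD, n = 3) under low N, below the filter on low values. The libraries held 1 to 8 fragments under high N and 7 to 26 fragments under low N, and the groups overlapped (exact permutation test, p = 0.20). The ratio of the means was 3.41.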

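The ammonium transporter genes Spo24676, Spo16971 and Spo24677 were each lower in every high N root library than in every low N root library (exact permutation test, p = 0.10 for each). Spo24676 had 119.7 ± 85.0 FPKM (SD, n = 3) under high N and 276 ± 39.8 FPKM (SD, n = 3) under low N, a log2 fold change of -1.43 (standard error 0.47, adjusted p = 0.397 from limma). Spo16971 had 0.766 ± 0.399 FPKM (SD, n = 3) under high N and 3.05 ± 0.554 FPKM (SD, n = 3) under low N, a log2 fold change of -1.21 (standard error 0.23, adjusted p = 0.230 from limma). Spo24677 had 16.4 ± 20.2 FPKM (SD, n = 3) under high N and 60.2 ± 15.2 FPKM (SD, n = 3) under low N, a log2 fold change of -2.44 (standard error 0.75, adjusted p = 0.373 from limma), and its SD under high N exceeded the mean. With each library left out, the log2 fold change of Spo24677 lay between -3.39 and -1.93. From the induction of these genes, the paper proposes that roots use further ways to meet their N requirement.

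**Figure D3:**
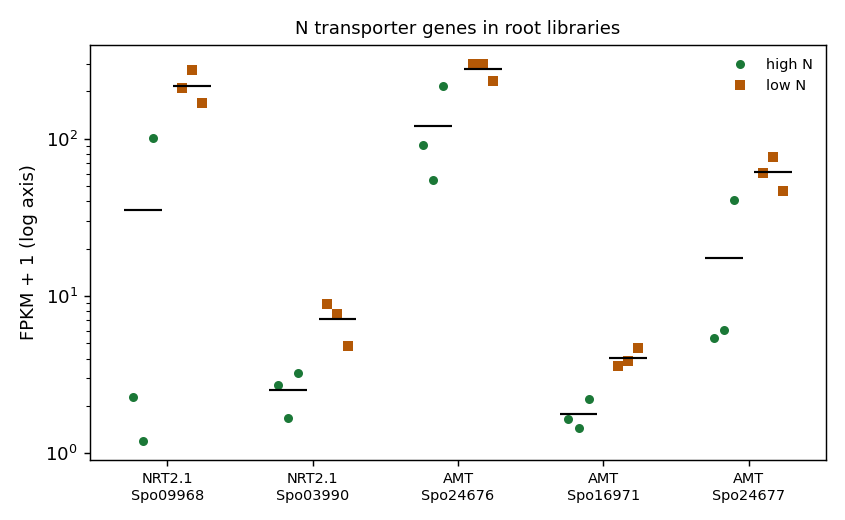
FPKM + 1 (vertical axis, log scale) of the nitrate transporter genes Spo09968 and Spo03990 and the ammonium transporter (AMT) genes Spo24676, Spo16971 and Spo24677 in each root library. Points are libraries and lines the means of 3 libraries, and for all 5 genes each high N library lies below each low N library.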

Under limited N, we also observed the induction of three *ammonium transporters* (*Spo24676*, *Spo16971*, *Spo24677*), implying alternative strategies deployed by roots to accomplish N requirement. Under high N (S3 Table), the expression of *NRT1* transporters (*Spo05548*, *Spo25744*, *Spo07601*) was significantly upregulated in roots. 

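Spo07601 (NRT1/PTR FAMILY 5.8) had 82.0 ± 30.3 FPKM (SD, n = 3) under high N and 28.2 ± 5.15 FPKM (SD, n = 3) under low N, a log2 fold change of 1.45 (standard error 0.32, adjusted p = 0.293 from limma). Spo05548 (NRT1/PTR FAMILY 6.2) and Spo25744 (NRT1/PTR FAMILY 2.13) were below the filter on low values. Spo05548 had 1.05 ± 0.494 FPKM (SD, n = 3) under high N and 0.171 ± 0.0639 FPKM (SD, n = 3) under low N, from 30 to 67 fragments and 5 to 11 fragments. Spo25744 had 0.429 ± 0.0945 FPKM (SD, n = 3) under high N and 0.106 ± 0.0448 FPKM (SD, n = 3) under low N, from 13 to 20 fragments and 3 to 6 fragments. For all 3 genes the groups did not overlap (exact permutation test, p = 0.10 for each).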

Protein NRT1/ PTR FAMILY 6.2 has been shown to function as a low-affinity proton-dependent NO_3_^−^ transporter [54], justifying its induction in spinach roots. While NPF2.13 (NRT1/ PTR FAMILY 2.13) is involved in phloem loading and NO_3_^−^ remobilization [55]. It has been proposed that as the higher NO_3_^−^ concentrations in soil are first encountered by the advancing root tip, root tip specific NRT1 transporters would best capture the available NO_3_^−^ [56]. Intriguingly, in leaf tissue, expression of six members of the NRT1 family (*Spo17357*, *Spo25690*, *Spo01109*, *Spo19480*, *Spo20248*, *and Spo26413*) under low N and two members (*Spo24247* and *Spo25782*) under high N were significantly upregulated. It has been demonstrated that several NO_3_^−^ transporters identified in leaves are closely correlated with, e.g., stomatal opening [57], NO_3_^−^ reductase activity [52], accumulation and remobilization of NO_3_^−^ [55].

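Of the 6 genes listed as higher under low N in leaf, 5 passed the filter on low values, with log2 fold changes of -1.02 to -0.58 and adjusted p-values of 0.330 to 0.489 from limma. Spo25690 had 2.43 ± 1.45 FPKM (SD, n = 3) under high N and 5.71 ± 1.59 FPKM (SD, n = 3) under low N, the largest change of the 5. Spo19480 and Spo26413 overlapped between the groups (exact permutation test, p = 0.20 for each), and the unadjusted limma p-value of Spo26413 was not below 0.05. Spo17357, below the filter, had 0.492 ± 0.133 FPKM (SD, n = 3) under high N and 1.17 ± 0.299 FPKM (SD, n = 3) under low N, from 19 to 28 fragments and 44 to 66 fragments, with no overlap (exact permutation test, p = 0.10). Spo24247 had 4.46 ± 1.22 FPKM (SD, n = 3) under high N and 2.39 ± 0.615 FPKM (SD, n = 3) under low N, a log2 fold change of 0.68 (standard error 0.26, adjusted p = 0.398 from limma). Spo25782 had 19.2 ± 2.98 FPKM (SD, n = 3) under high N and 10.4 ± 2.92 FPKM (SD, n = 3) under low N, a log2 fold change of 0.85 (standard error 0.23, adjusted p = 0.305 from limma). In the fit with the replicate block, the adjusted p-values of the 7 tested genes were 0.224 to 0.430 from limma.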

### Amino acid metabolism

In plants, inorganic N (NO_3_^−^ and NH_4_^+^) is incorporated into Glu and Gln in roots before converting to other amino acids and nitrogenous compounds. Amino acids are later transported to the sink organs by the long-distance transport systems of the plant. 

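GAT1 (Spo00216) had 140.1 ± 109 FPKM (SD, n = 3) under high N and 5.00 ± 1.73 FPKM (SD, n = 3) under low N in root, a log2 fold change of 4.20 (standard error 0.68, adjusted p = 0.171 from limma). In leaf it had 9.11 ± 5.49 FPKM (SD, n = 3) under high N and 0.508 ± 0.527 FPKM (SD, n = 3) under low N, a log2 fold change of 2.64 (standard error 0.46, adjusted p = 0.160 from limma), with an adjusted p-value of 0.143 from limma with the replicate block. Its high N libraries were above all low N libraries in both tissues (exact permutation test, p = 0.10 in each). The ratio of the means was 28.0 in root and 17.9 in leaf. In replicates 1, 2 and 3, high N root had 134, 251 and 34.5 FPKM and low N leaf 1.12, 0.178 and 0.230 FPKM. Both ratios therefore depend on single libraries and do not rank the tissues. With each library left out, its log2 fold change lay between 3.58 and 4.99 in root and between 2.24 and 3.09 in leaf. The log2 fold changes in root and leaf differed by 1.56 (adjusted p = 0.827 from limma's interaction term). With the replicate number as a block, that adjusted p-value was 0.615 from limma.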

We found that the expression of a putative *glutamine amidotransferase GAT1* (*Spo00216*) was almost 5 -fold (Log2) up in roots as well as 4 -fold up in leaf under high N. Root specific GAT1 gene has been shown to be highly responsive to N status in *Arabidopsis* [58]. It is plausible to assume that under high N conditions, GAT1 facilitates the conversion of Gln to Glu for channeling C to the TCA cycle. 

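The glutamate receptor gene Spo01837 had 2.13 ± 1.19 FPKM (SD, n = 3) under high N and 0.546 ± 0.272 FPKM (SD, n = 3) under low N, a log2 fold change of 0.97 (standard error 0.30, adjusted p = 0.379 from limma). Spo15921, which was below the filter on low values, had 0.120 ± 0.0696 FPKM (SD, n = 3) under high N and 0.00603 ± 0.0104 FPKM (SD, n = 3) under low N, from 3 to 10 fragments under high N and 0 to 1 fragments under low N. The groups did not overlap for either gene (exact permutation test, p = 0.10 for each). The mean of Spo15921 was at least 2.07-fold higher under high N, since its low N libraries lay at or under 3 fragments.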

We found two *Glutamate receptor* (*GLR*) genes (*Spo15921* and *Spo01837*) up-regulated in response to high N in roots. GLR genes are implicated in C: N signaling, hypocotyl elongation, root growth, stress responses, and general ion transport [59–62]. Asn and Gln serve as the major N transport and storage compounds in most non-leguminous plants [63]. The expression of *Asparagine synthetases* (*AS*) (*Spo05295* and *Spo08792*) were significantly up-regulated in the roots, and leaf under high N. AS activity is regulated by N status [60, 64] as it catalyzes the conversion of Asp and Gln to Asn and Glu in an ATP-dependent reaction. 

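Spo08792 had 13.7 ± 9.16 FPKM (SD, n = 3) under high N and 4.19 ± 1.72 FPKM (SD, n = 3) under low N in root, a log2 fold change of 1.39 (standard error 0.44, adjusted p = 0.379 from limma), and 353 ± 104 FPKM (SD, n = 3) under high N and 43.3 ± 40.2 FPKM (SD, n = 3) under low N in leaf, a log2 fold change of 3.36 (standard error 0.61, adjusted p = 0.170 from limma). With the replicate block, its adjusted p-value in leaf was 0.223 from limma. In both tissues its high N libraries were above all low N libraries (exact permutation test, p = 0.10 in each). Spo05295 had 0 fragments in all 6 leaf libraries. In root it had 0 to 4 fragments under high N and 0 to 1 fragments under low N, so a difference between the treatments was not detectable at this depth (exact permutation test, p = 0.70).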

Aminotransferases have been suggested to play essential roles in redirecting N resources to different pathways [65]. The expression of the branched-chain amino acid (BCAA) aminotransferase genes *BCAT-2* (*Spo14673 and Spo13997*) regulating conversion of leucine/valine/isoleucine to Glu were significantly upregulated in roots. 

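Spo14673 had 47.2 ± 31.9 FPKM (SD, n = 3) under high N and 5.18 ± 1.52 FPKM (SD, n = 3) under low N, a log2 fold change of 2.79 (standard error 0.44, adjusted p = 0.171 from limma). Spo13997 had 17.4 ± 13.9 FPKM (SD, n = 3) under high N and 4.65 ± 0.799 FPKM (SD, n = 3) under low N, a log2 fold change of 1.46 (standard error 0.47, adjusted p = 0.387 from limma). Every high N library was above every low N library for both genes (exact permutation test, p = 0.10 for each), and leaving out each library in turn gave log2 fold changes of Spo13997 between 0.88 and 1.80.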

Among the most enriched pathway terms, several DEGs associated with degradation of branched-chain amino acids were significantly upregulated in the root (33 out of 48 reference genes annotated to the BCAA degradation pathway) as well as leaf (23 out of 48) tissues. Although BCAA catabolism likely has many functions in plants [66–68], its involvement in N redistribution needs further functional characterization of the genes involved in BCAA catabolism. 

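The serine decarboxylase gene Spo13254 was below the filter on low values, with 0.266 ± 0.275 FPKM (SD, n = 3) under high N in root. The 3 high N root libraries held 2 to 11 fragments and the 3 low N libraries 0 fragments each (exact permutation test, p = 0.10). The mean was at least 1.74-fold higher under high N, a limit that rests on the 11 fragments of high N replicate 2. Replicates 1 and 3 held 2 fragments each, below the 3 taken as detected.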

Additionally, we found expression of *serine decarboxylase* (*SDC; Spo13254*) significantly upregulated in response to high N in roots. Most recently, SDC like gene showing remarkably high expression in young roots under sufficient N has been characterized in tea plants [69]. We performed a BLASTP homology search of the NCBI database. We found that the deduced protein sequence of the spinach SDC gene shared high similarity with characterized Tea *Camellia sinensis* (74.6% identity) SDC as well as other plant species such as *Arabidopsis* (77.26% identity), and rice (74.7% identity) (S11 Fig). Decarboxylation of Ser is the major source of ethanolamine production required for plant growth [70]. Moreover, it has been proposed that Ser could serve as a source of N in non-photosynthetic tissues like roots [71]. Nevertheless, additional functional characterization of this gene will be required to understand its role in N metabolism. 

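In leaf, the vacuolar amino acid transporter gene Spo21518 had 48.6 ± 14.2 FPKM (SD, n = 3) under high N and 9.27 ± 2.1 FPKM (SD, n = 3) under low N, a log2 fold change of 2.25 (standard error 0.27, adjusted p = 0.108 from limma). The ABC transporter C family gene Spo05865 had 5.72 ± 0.761 FPKM (SD, n = 3) under high N and 1.07 ± 0.125 FPKM (SD, n = 3) under low N, a log2 fold change of 1.70 (standard error 0.20, adjusted p = 0.108 from limma). Its log2 ratio of the means was 2.43. UMAMIT34 (Spo14333) had 3.36 ± 3.11 FPKM (SD, n = 3) under high N, from 13 to 163 fragments, and 0 fragments in the 3 low N libraries, a log2 fold change of 1.83 (standard error 0.55, adjusted p = 0.325 from limma). The mean of Spo14333 was at least 29.2-fold higher under high N. This limit depends on high N replicate 1, with 6.65 FPKM against 0.471 in replicate 2 and 2.97 in replicate 3. In the fit with the replicate block the adjusted p-values were 0.143 to 0.290 from limma, and the groups did not overlap for any of the 3 genes (exact permutation test, p = 0.10 for each). From the induction of these transporters, the paper proposes increased N assimilation in leaf.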

Under high N, expression of putative amino acid transporters such as *WAT-1 related* (*UMAMIT34*, *Usually Multiple Acids Move In and out Transporters; Spo14333*), *vacuolar amino acid transporters* (*Spo21518* and *Spo21518*) and *ABC transporter C family member* (*Spo05865*) were significantly upregulated (≥2 -fold (Log2) in leaf implying increased N assimilation.

### Nucleic acid metabolism

The development and proliferation of living cells require DNA replication, which is responsible for genome duplication in plants [72]. DNA replication is initiated and facilitated by the formation of the replication fork comprising the Minichromosome Maintenance MCM(2–7) protein helicase complex [73]. The MCMs are found to be highly expressed in dividing tissues such as shoot apex and root tips of several plants [74], and their expression is coordinated during plant development, possibly at the level of transcription [75]. Consistent with these reports, nearly half of the DEGs (24 out of 50; P < 0.00029) associated with DNA replication fork assembly were up-regulated in leaf tissue under high N. Since DNA replication is linked to cell cycle progression and DNA repair processes, upregulation of genes associated with MCM complex, RFAs, genes regulating DNA polymerase complexes (α primase, δ, and ε), DNA ligases (Lig 1, Fen1) and helicase (Dna2) were not unexpected (S12 Fig). Besides replication fork, upregulation of several DEGs associated with pyrimidine (34 out 116 reference genes annotated for the pyrimidine pathway; P <0.004; S13 Fig) and purine metabolism (41 out of 158 reference genes annotated for the purine pathway; P <0.006; S14 Fig) also supported increased nucleic acid synthesis and plant growth in response to N availability.

### Hormonal pathways

Several studies have demonstrated that NO_3_^−^ can regulate biosynthesis, degradation, transport, and signaling of phytohormones [76, 77]. The auxin transport and signaling components are critical for altering root architecture in response to N availability in plants [78, 79]. A relationship between the availability of NO_3_^−^ and auxin metabolism has been validated in *Arabidopsis*, maize, and rice [80–82]. Among the DEGs associated with hormonal pathways, 11 genes coding *Auxin-binding proteins* (ABP) with putative auxin receptor function were up-regulated in roots under high N treatment. 

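S3 Table names 19 genes as auxin-binding proteins, of which 8 are named ABP19a, 10 ABP20 and 1 ABP19b. In root, 18 of them were higher under high N with p below 0.05 and without overlap between the groups, with log2 fold changes of 1.11 to 3.96 over the 19 genes. Adjusted over all tested genes, 0 had a p-value below 0.05, and the smallest was 0.0656 from limma. Adjusted over the 19 genes alone, 18 had one, on a list that was itself drawn from these libraries. The paper's log2 fold change in S3 Table was at least 2 for 11 of them. The largest change was that of Spo25134 (ABP20), with 514 ± 212 FPKM (SD, n = 3) under high N and 41.3 ± 39.5 FPKM (SD, n = 3) under low N, a log2 fold change of 3.96 (standard error 0.67, adjusted p = 0.179 from limma). Spo28140 (ABP19a) had 1514 ± 359.6 FPKM (SD, n = 3) under high N and 152 ± 59.3 FPKM (SD, n = 3) under low N, a log2 fold change of 3.35 (standard error 0.34, adjusted p = 0.0656 from limma). Leaving out a library gave 17 to 19 genes with p below 0.05.

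**Figure D4:**
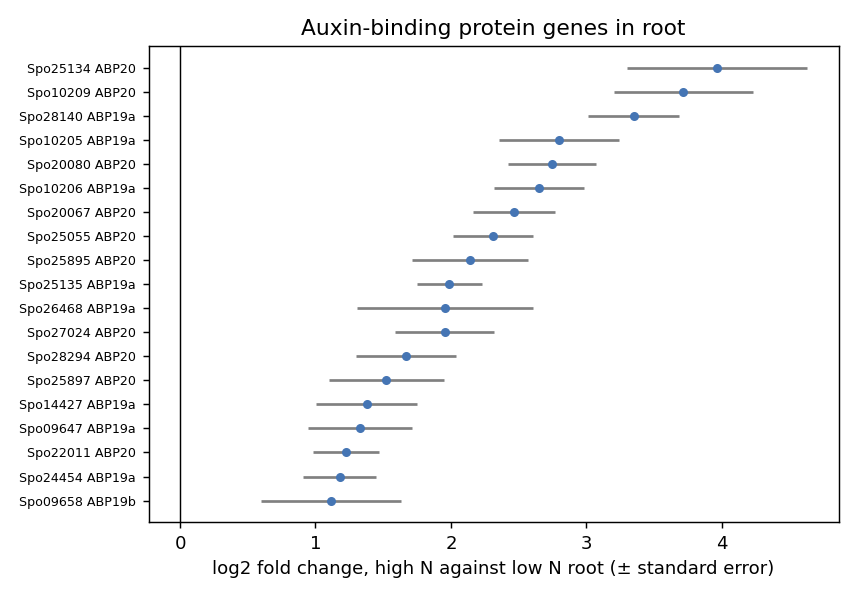
Log2 fold change of the 19 auxin-binding protein genes of S3 Table in high N against low N root, from limma on log2(FPKM + 1). Points are estimates from 3 against 3 libraries and bars ± 1 standard error, and all 19 lie above 0.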

Although these proteins share homology with many ABP19 and ABP20 proteins from plants, a detailed functional characterization would be required to understand their significance during excess N availability. The Auxin Binding Protein 1 (ABP1) has been extensively studied as a candidate auxin receptor and has been shown to be a key regulator for auxin-mediated responses [83, 84]. 

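In root, the GA2ox gene Spo03697 had 7.08 ± 1.04 FPKM (SD, n = 3) under high N and 38.3 ± 26.4 FPKM (SD, n = 3) under low N, a log2 fold change of -1.95 (standard error 0.61, adjusted p = 0.379 from limma). The gibberellin-regulated gene Spo07806 had 4.63 ± 3.56 FPKM (SD, n = 3) under high N and 25.7 ± 12.2 FPKM (SD, n = 3) under low N, a log2 fold change of -2.37 (standard error 0.57, adjusted p = 0.317 from limma). The high N and low N libraries did not overlap for either gene (exact permutation test, p = 0.10 for each). The other GA2ox gene, Spo11903, was below the filter on low values, with 0.0740 ± 0.0840 FPKM (SD, n = 3) under high N and 0.813 ± 0.691 FPKM (SD, n = 3) under low N, from 0 to 3 fragments and 3 to 28 fragments (exact permutation test, p = 0.20). Its mean was at least 5.12-fold higher under low N. This limit depends on low N replicate 3, with 1.53 FPKM against 0.149 in replicate 1 and 0.764 in replicate 2.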

Due to N stress, two *GA2oxs*; *Gibberellin 2-beta-dioxygenase* (*Spo11903* and *Spo03697*) and a *Gibberellin-regulated* (*Spo07806*) genes were up-regulated in roots. *GA2oxs* regulate plant growth by inactivating endogenous bioactive gibberellins. The gibberellin's impact on leaf‐growth and enhanced apical dominance is well known; however, little information is available about root-specific changes in gibberellin in response to N stress. Nonetheless, reduction in endogenous GA concentrations in roots due to the down-regulation of GA biosynthesis at the transcriptional level has been shown to regulate root growth and NO_3_^−^ uptake in cucumber plants [85].

### Carbon metabolism

In high N treatment, several genes associated with C metabolism were differentially expressed in leaf tissue. 

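In leaf, PEPCK (Spo20411) had 4.19 ± 2.50 FPKM (SD, n = 3) under high N and 0.204 ± 0.198 FPKM (SD, n = 3) under low N, a log2 fold change of 2.01 (standard error 0.37, adjusted p = 0.170 from limma). The ratio of its mean FPKM was 20.6, with 89 to 256 fragments in the high N libraries and 3 to 16 fragments in the low N libraries, and the groups did not overlap (exact permutation test, p = 0.10). The ratio depends on low N replicate 1, with 0.432 FPKM against 0.0801 in replicate 2 and 0.0985 in replicate 3. With the replicate block the adjusted p-value was 0.155 from limma. With each library left out, its log2 fold change lay between 1.65 and 2.32.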

In particular, the expression of *Phosphoenolpyruvate carboxykinase* (*PEPCK; Spo20411*) was up-regulated by 4-fold (Log2 scale). PEPCK is involved in multiple C metabolism-related functions such as CO_2_ assimilation, relocating the consumed TCA intermediates in the biosynthesis, and assimilation of N [86]. Similarly, expression of *Isocitrate lyase* (*ICL*; Spo13898) and *Malate synthase* (*MS*; Spo16696) involved in the glyoxylate pathway were up-regulated (>2-fold Log2). It has been proposed that cellular lipids can be metabolized via the glyoxylate cycle. 

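ICL (Spo13898) had 211 ± 193 FPKM (SD, n = 3) under high N and 23.0 ± 15.0 FPKM (SD, n = 3) under low N, a log2 fold change of 2.81 (standard error 1.00, adjusted p = 0.373 from limma). Its groups overlapped (exact permutation test, p = 0.30), and its log2 fold change with each library left out lay between 2.00 and 3.87. MS (Spo16696) had 126 ± 81.0 FPKM (SD, n = 3) under high N and 21.5 ± 8.91 FPKM (SD, n = 3) under low N, a log2 fold change of 2.36 (standard error 0.50, adjusted p = 0.194 from limma), with no overlap between the groups (exact permutation test, p = 0.10). In the fit with the replicate block the adjusted p-values were 0.324 for ICL and 0.160 for MS from limma.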

Sucrose can be synthesized from the four C products of the glyoxylate cycle, which converts TCA cycle components to sucrose *via* the process of gluconeogenesis. Although detailed enzyme kinetics and tracer experiments will be required to understand the role of these genes in spinach, unusually coordinated expression of *PEPCK* with *MS* and *ICL* poses a possibility of the presence of gluconeogenic pathway in leaf tissue. 

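PEPCK, MS and ICL ranked the 3 high N leaf libraries in the same order, with replicate 1 highest and replicate 2 lowest. FPKM in replicates 1, 2 and 3 was 6.98, 2.16 and 3.44 for PEPCK, 414, 30.4 and 189 for ICL, and 214, 55.1 and 108 for MS. In the low N leaf libraries replicate 1 was highest for all 3 genes, but PEPCK ranked replicate 3 above replicate 2, on 4 and 3 fragments, while ICL and MS ranked replicate 2 above replicate 3. A correlation over the 6 leaf libraries was not computed, since they fall into the high N and low N groups. From the joint change of the 3 genes, the paper proposes that a gluconeogenic pathway may be present in leaf.

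**Figure D5:**
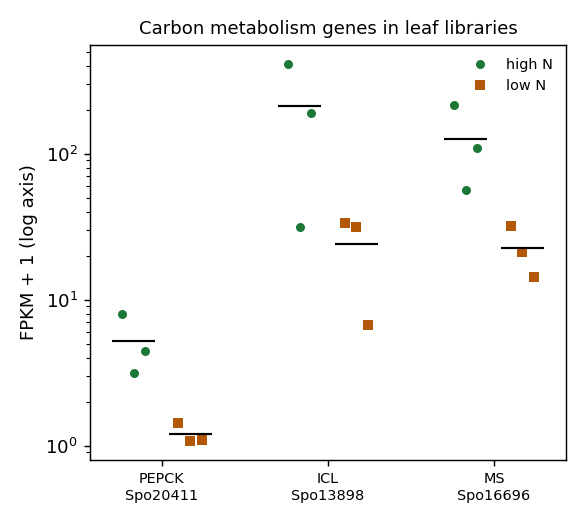
FPKM + 1 (vertical axis, log scale) of PEPCK (Spo20411), ICL (Spo13898) and MS (Spo16696) in each leaf library. Points are libraries, in the order of replicates 1 to 3, and lines the means of 3 libraries under high N and low N.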

In C4 plants, like maize, gluconeogenesis has been shown to regulate the import/mobilization of nitrogenous compounds. 

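In leaf, the expansin genes Spo03956 and Spo11774 were higher in every high N library than in every low N library (exact permutation test, p = 0.10 for each). Spo03956 had 2.98 ± 1.97 FPKM (SD, n = 3) under high N and 0.317 ± 0.345 FPKM (SD, n = 3) under low N, a log2 fold change of 1.52 (standard error 0.39, adjusted p = 0.272 from limma). Spo11774 had 41.8 ± 29.1 FPKM (SD, n = 3) under high N and 10.1 ± 4.43 FPKM (SD, n = 3) under low N, a log2 fold change of 1.81 (standard error 0.52, adjusted p = 0.313 from limma). The beta-amylase 2 gene Spo10422 had 3.00 ± 1.89 FPKM (SD, n = 3) under high N and 0.322 ± 0.150 FPKM (SD, n = 3) under low N, a log2 fold change of 1.48 (standard error 0.38, adjusted p = 0.276 from limma). Its high N libraries held 5 to 22 fragments and its low N libraries 1 to 2, below the 3 taken as detected. The mean of Spo10422 was at least 4.25-fold higher under high N. MST4 (Spo11108), below the filter on low values, had 0.828 ± 0.591 FPKM (SD, n = 3) under high N and 0.132 ± 0.0868 FPKM (SD, n = 3) under low N, from 11 to 39 fragments and 1 to 6 fragments (exact permutation test, p = 0.10). With the replicate block the adjusted p-values of the 3 tested genes were 0.143 to 0.257 from limma.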

Up-regulation of *Expansins* (*Spo03956* and *Spo11774*) and *Sugar transporter* proteins (*MST4; Spo11108* and *Spo11108*) and *Beta-amylase 2* (*Spo10422*) also supports cell expansion and enhanced influx of photo-assimilates in leaf tissue under high N treatment, respectively.

### Differentially expressed transcription factors (TFs) responding to N stress

We used iTAK [87] to perform the transcription factor analysis. A total of 786 transcription factor related genes were identified from spinach and the 56 TF families that expressed genes differentially between leaf Vs. root tissues under low N or high N are shown in Fig 9. The largest members of the TFs belonged to the bHLH family (48), followed by *MYB* (33), *AP2-EREBP* (31), *WRKY* (29), *NAC* (19), in case of high N treatment. While for low N, the bHLH family (45), followed by *MYB* (36), *AP2-EREBP* (27), *WRKY* (28), *NAC* (17) members of the families, were differentially regulated. The distribution of the differentially expressed TFs between leaf vs. root tissues under the N stress was separately investigated. 

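Among the transcription factors of S7 Table in leaf, 6 are listed as higher and 5 as lower under high N. All changed in the listed direction, 3 and 5 passed the filter on low values, and 3 and 4 had an unadjusted p-value below 0.05. In root, 6 are listed as higher and 2 as lower, all changed in that direction, and 3 and 2 had an unadjusted p-value below 0.05. The list was drawn from these same libraries, so the shared direction is not separate evidence. An adjusted p-value below 0.05 was found for 0 in leaf and for 1, Spo21018 (NAC29), in root. RADIALIS (Spo28204) had 3.04 ± 0.810 FPKM (SD, n = 3) under high N and 24.9 ± 10.7 FPKM (SD, n = 3) under low N, a log2 fold change of -2.62 (standard error 0.33, adjusted p = 0.108 from limma). WRKY50 (Spo19422) had 0.206 ± 0.0966 FPKM (SD, n = 3) under high N and 2.34 ± 0.197 FPKM (SD, n = 3) under low N, a log2 fold change of -1.47 (standard error 0.22, adjusted p = 0.130 from limma). HHO5 (Spo08219) had 6.77 ± 1.94 FPKM (SD, n = 3) under high N and 1.24 ± 0.478 FPKM (SD, n = 3) under low N, a log2 fold change of 1.79 (standard error 0.27, adjusted p = 0.141 from limma). The log2 ratio of the means was 2.45 for HHO5 and -3.51 for WRKY50, which had 2 to 5 fragments in the high N libraries. In the fit with the replicate block the adjusted p-values of these 3 genes were 0.143 to 0.190 from limma. DREB1A (Spo26866) had 0 fragments in all 3 high N leaf libraries and in low N replicate 3, and 121 FPKM in low N replicate 1 (exact permutation test, p = 0.40). HHO2 (Spo04617) in root had 36.9 ± 26.6 FPKM (SD, n = 3) under high N and 7.82 ± 5.06 FPKM (SD, n = 3) under low N (exact permutation test, p = 0.30).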

A list of differentially expressed TFs showing at least ≥ 2 Log2 fold significant (p-value < 0.05) change in the expression in leaf and root tissues due to N treatments (S7 Table). It will be valuable to functionally characterize the identified TFs for enhancing plant performance under limited N availability and thereby providing novel targets for genetic manipulation.

**Fig 9:**
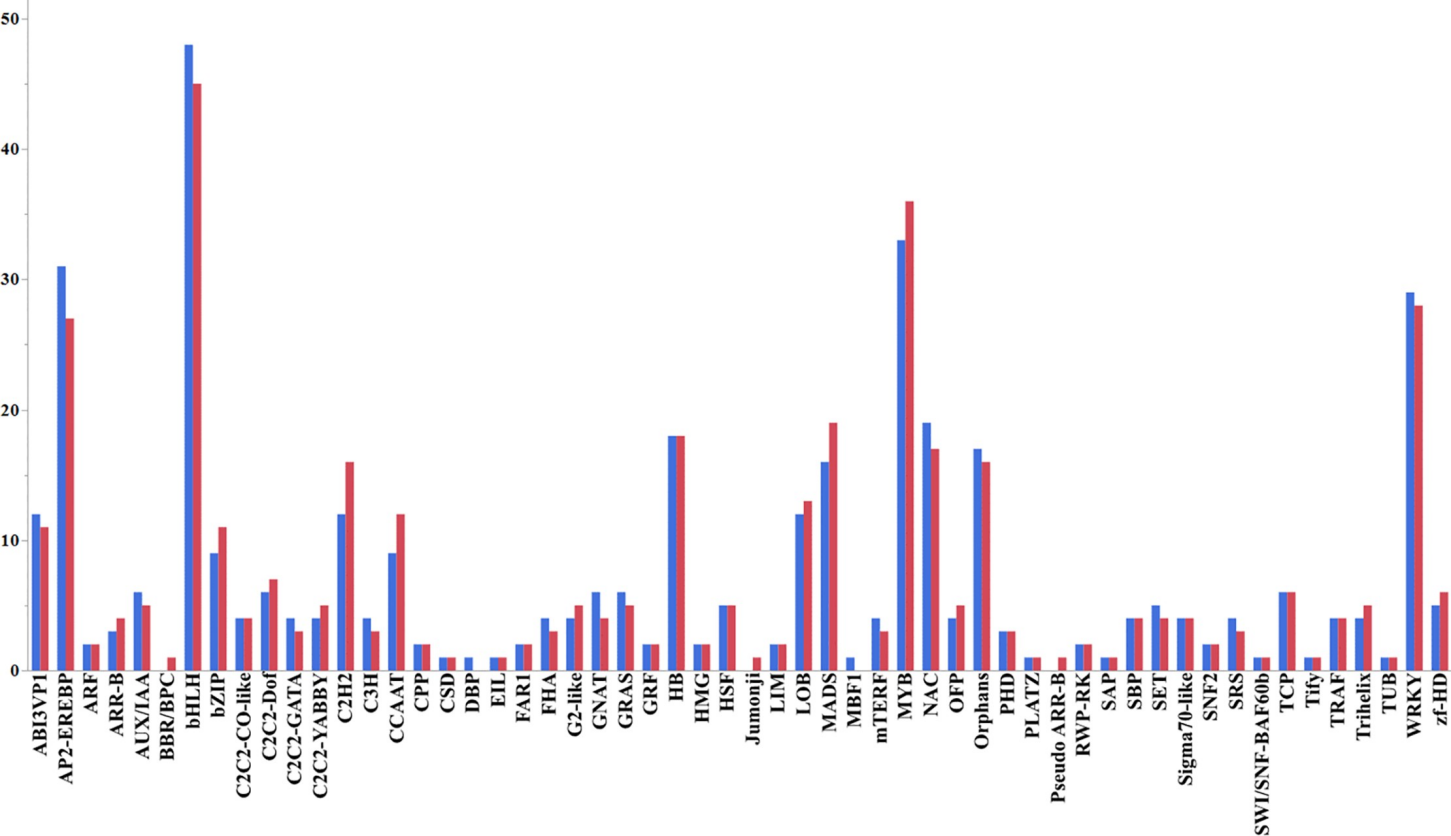
Transcription factor analysis. The graph shows the number of transcription factors (vertical axis) from 56 TF families that expressed genes differentially (change in the expression <2 Log2-fold) in leaf tissue under Low-N or High-N. iTAK is used to perform the transcription factor analysis of plants (p-value < 0.05). The details of TFs families are published in Zheng et al., 2016.

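In root, TINY (Spo16233) had 0.192 ± 0.0447 FPKM (SD, n = 3) under high N and 2.53 ± 1.14 FPKM (SD, n = 3) under low N, a log2 fold change of -1.52 (standard error 0.26, adjusted p = 0.188 from limma). Its mean was at least 12.3-fold higher under low N, since the high N libraries held 2 to 3 fragments. ERF17 (Spo20470) had 1.43 ± 0.937 FPKM (SD, n = 3) under high N and 9.00 ± 7.31 FPKM (SD, n = 3) under low N, a log2 fold change of -1.89 (standard error 0.53, adjusted p = 0.362 from limma). ERF12 (Spo10826) had 0.844 ± 0.322 FPKM (SD, n = 3) under high N and 4.30 ± 2.82 FPKM (SD, n = 3) under low N, a log2 fold change of -1.41 (standard error 0.37, adjusted p = 0.348 from limma). The log2 ratio of the means was -2.65 for ERF17 and -2.35 for ERF12. NAC43 (Spo25926) and NAC86 (Spo15445) were below the filter on low values, with 0.0380 ± 0.0329 FPKM (SD, n = 3) under high N and 0.421 ± 0.259 FPKM (SD, n = 3) under low N for NAC43 and 0.181 ± 0.0878 FPKM (SD, n = 3) under high N and 0.873 ± 0.197 FPKM (SD, n = 3) under low N for NAC86. Their high N libraries held 0 to 1 fragments and 1 to 3 fragments. For all 5 genes every low N library was above every high N library (exact permutation test, p = 0.10 for each).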

In roots, low N up-regulated expression (≥ 2-fold log2) of three *ERFs—TINY* (*Spo16233*), *ERF17* (Spo20470), and *ERF12* (*Spo10826*); and two NAC TFs (*NAC43; Spo25926* and *NAC86; Spo15445*). The interaction between ethylene and availability of N affects numerous physiological processes, including roots architecture, leaf, reproductive organ development, as well as the synthesis of amino acids, proteins, and enzymes [88]. N starvation increases the number or affinity of root receptors, allowing roots to respond to lower concentrations of ethylene than those found in unstressed roots. The AP2/ERF-TF family has been involved in signaling processes and the responses to environmental stresses [89], such as micronutrient deficiency [90, 91]. Similar to our observations, under N starvation, seven ERF genes in cucumber seedlings were also differentially regulated [92]. 

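The NAC29 gene Spo21018 had 22.1 ± 3.02 FPKM (SD, n = 3) under high N and 5.51 ± 0.354 FPKM (SD, n = 3) under low N in root, a log2 fold change of 1.82 (standard error 0.15, adjusted p = 0.0379 from limma). The other NAC29 gene, Spo21019, had 16.7 ± 3.96 FPKM (SD, n = 3) under high N and 1.31 ± 2.15 FPKM (SD, n = 3) under low N, a log2 fold change of 3.30 (standard error 0.59, adjusted p = 0.208 from limma). ERF13 (Spo11940) had 4.00 ± 4.09 FPKM (SD, n = 3) under high N and 0.260 ± 0.271 FPKM (SD, n = 3) under low N, a log2 fold change of 1.65 (standard error 0.60, adjusted p = 0.416 from limma), and its SD under high N exceeded the mean. The log2 ratio of the means was 3.94 for ERF13, on 0 to 7 fragments in the low N libraries, and 2.00 for Spo21018. All 3 genes were higher in every high N library than in every low N library (exact permutation test, p = 0.10 for each). The N response of Spo21018 in root minus that in leaf was 1.24 (adjusted p = 0.752 from limma's interaction term). With the replicate number as a block, that adjusted p-value was 0.689 from limma.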

Under high N, the expression of *Ethylene-responsive transcription factor 13* (*ERF13; Spo11940*) and two of the *NAC29* TFs was induced (≥ 2-fold Log2). 

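The ACO gene Spo03777 had 504 ± 59.8 FPKM (SD, n = 3) under high N and 113 ± 46.5 FPKM (SD, n = 3) under low N in root, a log2 fold change of 2.24 (standard error 0.34, adjusted p = 0.162 from limma). Spo03782 had 4.90 ± 0.413 FPKM (SD, n = 3) under high N and 0.694 ± 0.243 FPKM (SD, n = 3) under low N, a log2 fold change of 1.81 (standard error 0.18, adjusted p = 0.0656 from limma), and 9 to 18 fragments in the low N libraries. Neither gene overlapped between the groups (exact permutation test, p = 0.10 for each). The N response in root minus that in leaf was 2.00 for Spo03782 (adjusted p = 0.0196 from limma's interaction term) and 2.22 for Spo03777 (adjusted p = 0.0503 from the same test). With the replicate number as a block, the adjusted p-values of the interaction term were 0.0535 and 0.0880 from limma, and a pseudocount of 0.1 gave 0.0855 and 0.219.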

We found that the expression of *1-aminocyclopropane-1-carboxylate oxidase1* (*ACO*; *Spo03782* and *Spo03777*) genes involved in ethylene synthesis were also upregulated in roots. Induction of expression and enzymatic activities of ethylene biosynthetic genes, *ACO*, and *ACC synthase* (*ACS*) in response to high N has been demonstrated in other plants [93–95].

## Conclusions

In conclusion, comparative analysis of the leaf and root transcriptomes indicated a coordinated regulation of multiple genes and pathways and provided a catalog of transcriptomic variation between the spinach tissues in response to N. Although transcriptomic responses to N perturbation have been studied in Arabidopsis and few other crops, to the best of our knowledge, this is the first study that provides information about the partitioning of leaf and root transcriptomic responses in spinach. The genomic resources generated from this RNA-Seq experiment can be used to characterize genes associated with NUE in spinach breeding materials and to develop informative markers specifically to select parental lines. RNA-seq analysis revealed that N stress caused most transcriptomic changes in roots, identifying 1,346 DEGs compared to 1136 DEGs in leaf. Significant upregulation of *NRT2*.*1* (*Spo03988*, *Spo09968*, *Spo03990*) in roots validated its role in N acquisition under limited availability. The root-specific genetic manipulation to alter the expression of *NRT2*.*1* could be a way forward to enhance NUE in spinach. Concomitant activation of putative *glutamine amidotransferase GAT1* (Spo00216) and *Asparagine synthetases* (AS) (Spo05295 and Spo08792) along with *Glutamate receptor* (*GLR*) (Spo15921 and Spo01837) in response to excess N highlights the functional significance of Gln reduction in N assimilation. Consistent with the effects of higher N availability on plant growth, expression of genes associated with nucleic acid synthesis and DNA replication were significantly upregulated. The RNA-Seq data generated in this study will be a valuable resource for the identification of key genes related to N metabolism and identifying potential targets for genetic manipulation to enhance N uptake and utilization. The functional characterization of the differentially expressed genes during N stress would provide new insights into developing N use efficient varieties.

## Supporting information

S1 Fig Heat maps of the correlation coefficient between samples. The scatter diagrams demonstrate the correlation coefficient between all samples, R2, the square of the Pearson coefficient. LNR: low N root; LNL: low N leaf; HNR: high N root and HNL: high N leaf; The numbers 1,2,3 are independent replications.
(TIF) Click here for additional data file.

S2 Fig Different gene expression levels in N treatments. FPKM violin Plot, the x-axis shows the sample names where T2 is high N and T1 low N; LF = Leaf and RT = Root, and the y-axis shows the log10(FPKM+1). Each violin has five statistical magnitudes (max value, upper quartile, median, lower quartile, and min value). The violin width shows the gene density.
(TIF) Click here for additional data file.

S3 Fig Hierarchical cluster analysis of differential gene expression in the leaf and root of spinach plants at high N and low N. (TIF) Click here for additional data file.

S4 Fig The volcano maps showing the number of differentially expressed genes in spinach plants grown under High-N. Red dots represent up-regulated genes, and green dots represent down-regulated genes (p < 0.05).
(TIF) Click here for additional data file.

S5 Fig **Gene ontology (GO) enrichment bar chart of DEGs showing most enriched GO terms of (A) upregulated and (B) downregulated DEGs in root tissue under Low-N.** The y-axis is the enriched GO term, and the x-axis is the number of DEGs enriched in the listed term. Colors represent different GO types: biological process, cellular component, and molecular function. * significantly enriched term (p-value < 0.05).
(TIF) Click here for additional data file.

S6 Fig **Gene ontology (GO) enrichment bar chart of DEGs showing most enriched GO terms of (A) upregulated and (B) downregulated DEGs in leaf tissue under low N.** The y-axis is the enriched GO term, the x-axis is the number of DEGs enriched in the listed term. Colors represent different GO types: biological process, cellular component, and molecular function. * significantly enriched term (p-value < 0.05).
(TIF) Click here for additional data file.

S7 Fig Gene ontology (GO) enrichment bar chart of DEGs showing most enriched GO terms of (A) upregulated and (B) downregulated DEGs in Low-N in both tissues. The y-axis is the enriched GO term, and the x-axis is the number of DEGs enriched in the listed term. Colors represent different GO types: biological process, cellular component, and molecular function. * significantly enriched term (p-value < 0.05)
(TIF) Click here for additional data file.

S8 Fig **KEGG pathway enrichment scatter-plot analysis of DEGs in low N (A) and high N (B) in leaf Vs. root tissue.** The Rich factor is the ratio of DEGs in this pathway term to all gene numbers annotated in this pathway term. A q value is the corrected p-value ranging from 0 to 1, and a lower value indicates greater pathway enrichment. The pathway names are shown on the vertical axis, rich factor on the horizontal axis, the size of the point represents the number of DEGs, and the color of the dot represents the q value
(TIF) Click here for additional data file.

S9 Fig Linear regressions involving the RNA sequencing data and the RT-qPCR validation data expressed in terms of Log2 fold-change (FC). FC was calculated as the ratio between the drought-stressed and control plants. (A, B) indicate roots and leaves, respectively. * Significant Pearson’s correlation coefficient P < 0.01. (R2 = 0.85 and 0.80 for root and leaf tissues respectively).
(TIF) Click here for additional data file.

S10 Fig qRT–PCR validation of RNA-seq results. Twenty randomly selected DEGs identified by RNA-seq (red bars) in roots, and leaf tissue of spinach were selected to analyze by qRT-PCR (black bars). Comparison of the fold change of RNA-seq and qRT–PCR shows a correlation coefficient of 0.94, indicating the reliability of RNA-seq results. Error bars represent the SEM.
(TIF) Click here for additional data file.

S11 Fig CLUSTAL W (1.83) multiple sequence alignment of spinach SDC. Multiple alignments of the protein sequence of spinach SDC (Spo13254) with selected SDCs from other species. Identical amino acids are shown with asterisk *. The NCBI GeneBank IDs used to Serine decarboxylases from plants are as follows: *Arabidopsis* (NP_175036.1), *Camellia sinensis* (XP_028123129.1), *Solanum lycopersicum* (XP_004237774.1), *Oryza sativa Japonica* Group (BAS79103.1), Zea mays (PWZ22363.1), *Spinacia oleracea* (Spo13254)
(TIFF) Click here for additional data file.

S12 Fig DNA replication fork (KEGG: 03030). DNA replication pathway diagram highlighting DEGs up-regulated (green boxes with red border) in leaf tissue under high N.
(TIF) Click here for additional data file.

S13 Fig Pyrimidine metabolism (KEGG: 00240). Diagram highlighting DEGs up-regulated (green boxes with red border) in leaf tissue under high N.
(TIF) Click here for additional data file.

S14 Fig Purine metabolism (KEGG: 00230). Diagram highlighting DEGs up-regulated (green boxes with red border) in leaf tissue under high N.
(TIF) Click here for additional data file.

S1 Table Primers used for RT-qPCR. (XLSX) Click here for additional data file.

S2 Table Detail statistics of sequencing results. Total mapped—number of reads that can be mapped to the reference genome; Multiple mapped—number of reads mapped to multiple sites in the reference genome. Uniquely mapped—number of reads mapped to the reference genome; the number of reads mapped to the positive strand (+) or the minus strand (-); Splice reads mapped to two exons (junction reads), and non-splice reads are mapped entirely to a single exon.HN = high N; LN = low N, L1, L2 L3 = Leaf replications 1, 2,3; R1, R2, R3 = Root Replications 1,2,3.
(XLSX) Click here for additional data file.

S3 Table List of differentially expressed genes upregulated in roots under high N treatment. (XLSX) Click here for additional data file.

S4 Table List of differentially expressed genes upregulated in roots under low N treatment. (XLSX) Click here for additional data file.

S5 Table List of differentially expressed genes upregulated in leaf under high N treatment. (XLSX) Click here for additional data file.

S6 Table List of differentially expressed genes upregulated in leaf under low N treatment. (XLSX) Click here for additional data file.

S7 Table Differentially expressed transcription factors (TFs). TFs with <2-fold change (Log2) in the expression due to N stress roots and leaf tissues (P-value < 0.05). The details of TFs families are published [87].
(XLSX) Click here for additional data file.

## References

[1] CrawfordNM. Nitrate: nutrient and signal for plant growth. Plant Cell. 1995;7(7):859–68. 10.1105/tpc.7.7.859 7640524PMC160877

[2] StittM, MüllerC, MattP, GibonY, CarilloP, MorcuendeR, et al Steps towards an integrated view of nitrogen metabolism. Journal of Experimental Botany. 2002;53(370):959–70. 10.1093/jexbot/53.370.959 11912238

[3] LevinSA, MooneyH, FieldC. The dependence of plant root: shoot ratios on internal nitrogen concentration. Annals of Botany. 1989;64(1):71–5.

[4] HermansC, HammondJP, WhitePJ, VerbruggenN. How do plants respond to nutrient shortage by biomass allocation? Trends in plant science. 2006;11(12):610–7. 10.1016/j.tplants.2006.10.007 17092760

[5] SmoldersE, MerckxR. Growth and shoot: root partitioning of spinach plants as affected by nitrogen supply. Plant, Cell & Environment. 1992;15(7):795–807.

[6] Chan-NavarreteR, KawaiA, DolstraO, van BuerenETL, van der LindenCG. Genetic diversity for nitrogen use efficiency in spinach (Spinacia oleracea L.) cultivars using the Ingestad model on hydroponics. Euphytica. 2014;199(1–2):155–66.

[7] MulvaneyRL, KhanS, EllsworthT. Synthetic nitrogen fertilizers deplete soil nitrogen: a global dilemma for sustainable cereal production. Journal of environmental quality. 2009;38(6):2295–314. 10.2134/jeq2008.0527 19875786

[8] SocolowRH. Nitrogen management and the future of food: lessons from the management of energy and carbon. Proceedings of the National Academy of Sciences. 1999;96(11):6001–8.10.1073/pnas.96.11.6001PMC3421910339531

[9] MarviMSP. Effect of nitrogen and phosphorous rates on fertilizer use efficiency in lettuce and spinach. Journal of Horticulture and Forestry. 2009;1(7):140–7.

[10] SchenkM, HeinsB, SteingrobeB. The significance of root development of spinach and kohlrabi for N fertilization. Plant and Soil. 1991;135(2):197–203.

[11] Neeteson J, Carton O, editors. The environmental impact of nitrogen in field vegetable production. International Conference on Environmental Problems Associated with Nitrogen Fertilisation of Field Grown Vegetable Crops 563; 1999.

[12] StagnariF, Di BitettoV, PisanteM. Effects of N fertilizers and rates on yield, safety and nutrients in processing spinach genotypes. Scientia Horticulturae. 2007;114(4):225–33.

[13] MaynardD, BarkerA, MinottiP, PeckN. Nitrate accumulation in vegetables. Advances in Agronomy. 28: Elsevier; 1976 p. 71–118.

[14] HirelB, Le GouisJ, NeyB, GallaisA. The challenge of improving nitrogen use efficiency in crop plants: towards a more central role for genetic variability and quantitative genetics within integrated approaches. Journal of experimental botany. 2007;58(9):2369–87. 10.1093/jxb/erm097 17556767

[15] BiYM, ZhangY, SignorelliT, ZhaoR, ZhuT, RothsteinS. Genetic analysis of Arabidopsis GATA transcription factor gene family reveals a nitrate‐inducible member important for chlorophyll synthesis and glucose sensitivity. The Plant Journal. 2005;44(4):680–92. 10.1111/j.1365-313X.2005.02568.x 16262716

[16] ZhangH, FordeBG. An Arabidopsis MADS box gene that controls nutrient-induced changes in root architecture. Science. 1998;279(5349):407–9. 10.1126/science.279.5349.407 9430595

[17] WatanabeCK, HachiyaT, TakaharaK, Kawai-YamadaM, UchimiyaH, UesonoY, et al Effects of AOX1a deficiency on plant growth, gene expression of respiratory components and metabolic profile under low-nitrogen stress in Arabidopsis thaliana. Plant and cell physiology. 2010;51(5):810–22. 10.1093/pcp/pcq033 20304787

[18] BeattyPH, KleinMS, FischerJJ, LewisIA, MuenchDG, GoodAG. Understanding Plant Nitrogen Metabolism through Metabolomics and Computational Approaches. Plants. 2016;5(4):39.10.3390/plants5040039PMC519809927735856

[19] PerchlikM, TegederM. Improving plant nitrogen use efficiency through alteration of amino acid transport processes. Plant physiology. 2017;175(1):235–47. 10.1104/pp.17.00608 28733388PMC5580756

[20] WangR, OkamotoM, XingX, CrawfordNM. Microarray analysis of the nitrate response in Arabidopsis roots and shoots reveals over 1,000 rapidly responding genes and new linkages to glucose, trehalose-6-phosphate, iron, and sulfate metabolism. Plant physiology. 2003;132(2):556–67. 10.1104/pp.103.021253 12805587PMC166997

[21] PengM, BiY-M, ZhuT, RothsteinSJ. Genome-wide analysis of Arabidopsis responsive transcriptome to nitrogen limitation and its regulation by the ubiquitin ligase gene NLA. Plant molecular biology. 2007;65(6):775–97. 10.1007/s11103-007-9241-0 17885809

[22] PalencharPM, KouranovA, LejayLV, CoruzziGM. Genome-wide patterns of carbon and nitrogen regulation of gene expression validate the combined carbon and nitrogen (CN)-signaling hypothesis in plants. Genome biology. 2004;5(11):R91 10.1186/gb-2004-5-11-r91 15535867PMC545782

[23] LianX, WangS, ZhangJ, FengQ, ZhangL, FanD, et al Expression profiles of 10,422 genes at early stage of low nitrogen stress in rice assayed using a cDNA microarray. Plant molecular biology. 2006;60(5):617–31. 10.1007/s11103-005-5441-7 16649102

[24] CaiH, LuY, XieW, ZhuT, LianX. Transcriptome response to nitrogen starvation in rice. Journal of biosciences. 2012;37(4):731–47. 10.1007/s12038-012-9242-2 22922198

[25] YangW, YoonJ, ChoiH, FanY, ChenR, AnG. Transcriptome analysis of nitrogen-starvation-responsive genes in rice. BMC Plant Biology. 2015;15(1):31.2564422610.1186/s12870-015-0425-5PMC4333837

[26] ZamboniA, AstolfiS, ZuchiS, PiiY, GuardiniK, TononiP, et al Nitrate induction triggers different transcriptional changes in a high and a low nitrogen use efficiency maize inbred line. Journal of integrative plant biology. 2014;56(11):1080–94. 10.1111/jipb.12214 24805158

[27] HumbertS, SubediS, CohnJ, ZengB, BiY-M, ChenX, et al Genome-wide expression profiling of maize in response to individual and combined water and nitrogen stresses. BMC genomics. 2013;14(1):3.2332412710.1186/1471-2164-14-3PMC3571967

[28] WangJ, SongK, SunL, QinQ, SunY, PanJ, et al Morphological and Transcriptome Analysis of Wheat Seedlings Response to Low Nitrogen Stress. Plants. 2019;8(4):98.10.3390/plants8040098PMC652437530991719

[29] CurciPL, CiglianoRA, ZuluagaDL, JanniM, SanseverinoW, SonnanteG. Transcriptomic response of durum wheat to nitrogen starvation. Scientific reports. 2017;7(1):1176 10.1038/s41598-017-01377-0 28446759PMC5430780

[30] GoelP, SharmaNK, BhuriaM, SharmaV, ChauhanR, PathaniaS, et al Transcriptome and Co-Expression Network Analyses Identify Key Genes Regulating Nitrogen Use Efficiency in Brassica juncea L. Scientific Reports. 2018;8(1):7451 10.1038/s41598-018-25826-6 29748645PMC5945678

[31] CanaliS, MontemurroF, TittarelliF, MasettiO. Effect of nitrogen fertilisation reduction on yield, quality and N utilisation of processing spinach. Journal of food, agriculture & environment. 2008;6(3&4):242–7.

[32] CanaliS, MontemurroF, TittarelliF, MasettiO. Is it possible to reduce nitrogen fertilization in processing spinach? Journal of plant nutrition. 2011;34(4):534–46.

[33] Chan-NavarreteR, DolstraO, van KaauwenM, van BuerenETL, van der LindenCG. Genetic map construction and QTL analysis of nitrogen use efficiency in spinach (Spinacia oleracea L.). Euphytica. 2016;208(3):621–36.

[34] LiuM, LiuX, DingW, ChenQ, LinX. Variation in nitrogen uptake and utilization efficiency in spinach genotypes and its evaluation. Journal of Zhejiang University (Agriculture and Life Sciences). 2012;38(5):599–607.

[35] JoshiV, JoshiM, SilwalD, NoonanK, RodriguezS, PenalosaA. Systematized biosynthesis and catabolism regulate citrulline accumulation in watermelon. Phytochemistry. 2019;162:129–40. 10.1016/j.phytochem.2019.03.003 30884257

[36] TrapnellC, WilliamsBA, PerteaG, MortazaviA, KwanG, van BarenMJ, et al Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28(5):511–5. 10.1038/nbt.1621 20436464PMC3146043

[37] AndersS, HuberW. Differential expression analysis for sequence count data. Genome Biology. 2010;11(10):R106 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[38] AshburnerM, BallCA, BlakeJA, BotsteinD, ButlerH, CherryJM, et al Gene Ontology: tool for the unification of biology. Nat Genet. 2000;25(1):25–9. 10.1038/75556 10802651PMC3037419

[39] KanehisaM, GotoS, KawashimaS, OkunoY, HattoriM. The KEGG resource for deciphering the genome. Nucleic Acids Research. 2004;32(suppl_1):D277–D80.1468141210.1093/nar/gkh063PMC308797

[40] YanJ, YuL, XuanJ, LuY, LuS, ZhuW. De novo transcriptome sequencing and gene expression profiling of spinach (Spinacia oleracea L.) leaves under heat stress. Scientific reports. 2016;6:19473 10.1038/srep19473 26857466PMC4746569

[41] PfafflMW. A new mathematical model for relative quantification in real-time RT–PCR. Nucleic acids research. 2001;29(9):e45–e. 10.1093/nar/29.9.e45 11328886PMC55695

[42] LéranS, VaralaK, BoyerJ-C, ChiurazziM, CrawfordN, Daniel-VedeleF, et al A unified nomenclature of NITRATE TRANSPORTER 1/PEPTIDE TRANSPORTER family members in plants. Trends in plant science. 2014;19(1):5–9. 10.1016/j.tplants.2013.08.008 24055139

[43] OrselM, KrappA, Daniel-VedeleF. Analysis of the NRT2 nitrate transporter family in Arabidopsis. Structure and gene expression. Plant physiology. 2002;129(2):886–96. 10.1104/pp.005280 12068127PMC161709

[44] MillerAJ, FanX, OrselM, SmithSJ, WellsDM. Nitrate transport and signalling. Journal of experimental Botany. 2007;58(9):2297–306. 10.1093/jxb/erm066 17519352

[45] AslamM, TravisRL, HuffakerRC. Comparative kinetics and reciprocal inhibition of nitrate and nitrite uptake in roots of uninduced and induced barley (Hordeum vulgare L.) seedlings. Plant Physiology. 1992;99(3):1124–33.1153788310.1104/pp.99.3.1124PMC1080592

[46] BehlR, TischnerR, RaschkeK. Induction of a high-capacity nitrate-uptake mechanism in barley roots prompted by nitrate uptake through a constitutive low-capacity mechanism. Planta. 1988;176(2):235–40. 10.1007/BF00392450 24220778

[47] LittleDY, RaoH, OlivaS, Daniel-VedeleF, KrappA, MalamyJE. The putative high-affinity nitrate transporter NRT2. 1 represses lateral root initiation in response to nutritional cues. Proceedings of the National Academy of Sciences. 2005;102(38):13693–8.10.1073/pnas.0504219102PMC122462716157886

[48] MalagoliP, LainéP, Le DeunffE, RossatoL, NeyB, OurryA. Modeling Nitrogen Uptake in Oilseed Rape cv Capitol during a Growth Cycle Using Influx Kinetics of Root Nitrate Transport Systems and Field Experimental Data. Plant Physiology. 2004;134(1):388–400. 10.1104/pp.103.029538 14671012PMC316318

[49] LezhnevaL, KibaT, Feria‐BourrellierAB, LafougeF, Boutet‐MerceyS, ZoufanP, et al The Arabidopsis nitrate transporter NRT 2.5 plays a role in nitrate acquisition and remobilization in nitrogen‐starved plants. The Plant Journal. 2014;80(2):230–41. 10.1111/tpj.12626 25065551

[50] KibaT, KrappA. Plant nitrogen acquisition under low availability: regulation of uptake and root architecture. Plant and Cell Physiology. 2016;57(4):707–14. 10.1093/pcp/pcw052 27025887PMC4836452

[51] KoturZ, GlassAD. A 150 kDa plasma membrane complex of AtNRT2.5 and AtNAR2.1 is the major contributor to constitutive high-affinity nitrate influx in Arabidopsis thaliana. Plant Cell Environ. 2015;38(8):1490–502. 10.1111/pce.12496 25474587

[52] LoqueD, TillardP, GojonA, LepetitM. Gene expression of the NO3- transporter NRT1.1 and the nitrate reductase NIA1 is repressed in Arabidopsis roots by NO2-, the product of NO3- reduction. Plant Physiol. 2003;132(2):958–67. 10.1104/pp.102.018523 12805624PMC167034

[53] XuN, WangR, ZhaoL, ZhangC, LiZ, LeiZ, et al The Arabidopsis NRG2 Protein Mediates Nitrate Signaling and Interacts with and Regulates Key Nitrate Regulators. Plant Cell. 2016;28(2):485–504. 10.1105/tpc.15.00567 26744214PMC4790867

[54] ChiuCC, LinCS, HsiaAP, SuRC, LinHL, TsayYF. Mutation of a nitrate transporter, AtNRT1:4, results in a reduced petiole nitrate content and altered leaf development. Plant Cell Physiol. 2004;45(9):1139–48. 10.1093/pcp/pch143 15509836

[55] FanSC, LinCS, HsuPK, LinSH, TsayYF. The Arabidopsis nitrate transporter NRT1.7, expressed in phloem, is responsible for source-to-sink remobilization of nitrate. Plant Cell. 2009;21(9):2750–61. 10.1105/tpc.109.067603 19734434PMC2768937

[56] GarnettT, ConnV, PlettD, ConnS, ZanghelliniJ, MackenzieN, et al The response of the maize nitrate transport system to nitrogen demand and supply across the lifecycle. New Phytol. 2013;198(1):82–94. 10.1111/nph.12166 23398565

[57] GuoFQ, YoungJ, CrawfordNM. The nitrate transporter AtNRT1.1 (CHL1) functions in stomatal opening and contributes to drought susceptibility in Arabidopsis. Plant Cell. 2003;15(1):107–17. 10.1105/tpc.006312 12509525PMC143464

[58] ZhuH, KranzR. A Nitrogen-Regulated Glutamine Amidotransferase (GAT1_2.1) Represses Shoot Branching in Arabidopsis. Plant physiology. 2012;160.10.1104/pp.112.199364PMC351010922885937

[59] GillihamM, CampbellM, DubosC, BeckerD, DavenportR. The Arabidopsis thaliana Glutamate-like Receptor Family (AtGLR) In: BaluškaF, MancusoS, VolkmannD, editors. Communication in Plants: Neuronal Aspects of Plant Life. Berlin, Heidelberg: Springer Berlin Heidelberg; 2006 p. 187–204.

[60] LamHM, ChiuJ, HsiehMH, MeiselL, OliveiraIC, ShinM, et al Glutamate-receptor genes in plants. Nature. 1998;396(6707):125–6. 10.1038/24066 9823891

[61] DavenportR. Glutamate receptors in plants. Annals of botany. 2002;90(5):549–57. 10.1093/aob/mcf228 12466095PMC4240445

[62] PriceMB, JeleskoJ, OkumotoS. Glutamate receptor homologs in plants: functions and evolutionary origins. Front Plant Sci. 2012;3:235–. 10.3389/fpls.2012.00235 23115559PMC3483616

[63] IrelandR. The enzymes of glutamine, glutamate, asparagine, and aspartate metabolism. Plant Amino Acids: Biochemistry and Metabolism. 1999.

[64] AntunesF, AguilarM, PinedaM, SodekL. Nitrogen stress and the expression of asparagine synthetase in roots and nodules of soybean (Glycine max). Physiologia Plantarum. 2008;133(4):736–43. 10.1111/j.1399-3054.2008.01092.x 18384503

[65] BrosnanJT. Glutamate, at the interface between amino acid and carbohydrate metabolism. The Journal of nutrition. 2000;130(4):988S–90S.1073636710.1093/jn/130.4.988S

[66] GondaI, BarE, PortnoyV, LevS, BurgerJ, SchafferAA, et al Branched-chain and aromatic amino acid catabolism into aroma volatiles in Cucumis melo L. fruit. Journal of experimental botany. 2010;61(4):1111–23. 10.1093/jxb/erp390 20065117PMC2826658

[67] DäschnerK, CouéeI, BinderS. The mitochondrial isovaleryl-coenzyme a dehydrogenase of arabidopsis oxidizes intermediates of leucine and valine catabolism. Plant physiology. 2001;126(2):601–12. 10.1104/pp.126.2.601 11402190PMC111152

[68] KochevenkoA, AraújoWL, MaloneyGS, TiemanDM, DoPT, TaylorMG, et al Catabolism of Branched Chain Amino Acids Supports Respiration but Not Volatile Synthesis in Tomato Fruits. Molecular Plant. 2012;5(2):366–75. 10.1093/mp/ssr108 22199237

[69] BaiP, WeiK, WangL, ZhangF, RuanL, LiH, et al Identification of a Novel Gene Encoding the Specialized Alanine Decarboxylase in Tea (Camellia sinensis) Plants. Molecules. 2019;24(3):540.10.3390/molecules24030540PMC638463730717241

[70] KwonY, YuSI, LeeH, YimJH, ZhuJK, LeeBH. Arabidopsis serine decarboxylase mutants implicate the roles of ethanolamine in plant growth and development. Int J Mol Sci. 2012;13(3):3176–88. 10.3390/ijms13033176 22489147PMC3317708

[71] HartungW, RatcliffeRG. Utilization of glycine and serine as nitrogen sources in the roots of Zea mays and Chamaegigas intrepidus. J Exp Bot. 2002;53(379):2305–14. 10.1093/jxb/erf092 12432023

[72] SanchezMdlP, CostasC, Sequeira-MendesJ, GutierrezC. Regulating DNA replication in plants. Cold Spring Harb Perspect Biol. 2012;4(12):a010140 10.1101/cshperspect.a010140 23209151PMC3504439

[73] DuderstadtKE, Reyes-LamotheR, van OijenAM, SherrattDJ. Replication-fork dynamics. Cold Spring Harb Perspect Biol. 2014;6(1). 10.1101/cshperspect.a010157PMC394122123881939

[74] TutejaN, TranNQ, DangHQ, TutejaR. Plant MCM proteins: role in DNA replication and beyond. Plant Molecular Biology. 2011;77(6):537–45. 10.1007/s11103-011-9836-3 22038093

[75] ShultzRW, LeeT-J, AllenGC, ThompsonWF, Hanley-BowdoinL. Dynamic localization of the DNA replication proteins MCM5 and MCM7 in plants. Plant physiology. 2009;150(2):658–69. 10.1104/pp.109.136614 19357199PMC2689970

[76] KibaT, KudoT, KojimaM, SakakibaraH. Hormonal control of nitrogen acquisition: roles of auxin, abscisic acid, and cytokinin. Journal of experimental botany. 2011;62(4):1399–409. 10.1093/jxb/erq410 21196475

[77] RistovaD, CarréC, PerventM, MediciA, KimGJ, ScaliaD, et al Combinatorial interaction network of transcriptomic and phenotypic responses to nitrogen and hormones in the Arabidopsis thaliana root. Sci Signal. 2016;9(451):rs13–rs. 10.1126/scisignal.aaf2768 27811143

[78] MaW, LiJ, QuB, HeX, ZhaoX, LiB, et al Auxin biosynthetic gene TAR2 is involved in low nitrogen-mediated reprogramming of root architecture in Arabidopsis. The Plant Journal. 2014;78(1):70–9. 10.1111/tpj.12448 24460551

[79] VanstraelenM, BenkováE. Hormonal interactions in the regulation of plant development. Annual review of cell and developmental biology. 2012;28:463–87. 10.1146/annurev-cellbio-101011-155741 22856461

[80] WangP, WangZ, PanQ, SunX, ChenH, ChenF, et al Growth of maize on mixed nitrate and ammonium promotes auxin synthesis and biomass accumulation. Journal of Experimental Botany. 2019.10.1093/jxb/erz047PMC643615930759246

[81] KroukG, LacombeB, BielachA, Perrine-WalkerF, MalinskaK, MounierE, et al Nitrate-regulated auxin transport by NRT1. 1 defines a mechanism for nutrient sensing in plants. Developmental cell. 2010;18(6):927–37. 10.1016/j.devcel.2010.05.008 20627075

[82] SongW, SunH, LiJ, GongX, HuangS, ZhuX, et al Auxin distribution is differentially affected by nitrate in roots of two rice cultivars differing in responsiveness to nitrogen. Annals of botany. 2013;112(7):1383–93. 10.1093/aob/mct212 24095838PMC3806541

[83] TromasA, BraunN, MullerP, KhodusT, PaponovI, PalmeK, et al The AUXIN BINDING PROTEIN 1 is required for differential auxin responses mediating root growth. PloS one. 2009;4:e6648 10.1371/journal.pone.0006648 19777056PMC2744284

[84] GronesP, FrimlJ. Auxin transporters and binding proteins at a glance. Journal of Cell Science. 2015;128(1):1–7. 10.1242/jcs.159418 25556248

[85] BaiL, DengH, ZhangX, YuX, LiY. Gibberellin Is Involved in Inhibition of Cucumber Growth and Nitrogen Uptake at Suboptimal Root-Zone Temperatures. PloS one. 2016;11(5):e0156188–e. 10.1371/journal.pone.0156188 27213554PMC4877016

[86] O'LearyB, ParkJ, PlaxtonWC. The remarkable diversity of plant PEPC (phosphoenolpyruvate carboxylase): recent insights into the physiological functions and post-translational controls of non-photosynthetic PEPCs. Biochemical Journal. 2011;436(1):15–34. 10.1042/BJ20110078 21524275

[87] ZhengY, JiaoC, SunH, RosliHG, PomboMA, ZhangP, et al iTAK: A Program for Genome-wide Prediction and Classification of Plant Transcription Factors, Transcriptional Regulators, and Protein Kinases. Mol Plant. 2016;9(12):1667–70. 10.1016/j.molp.2016.09.014 27717919

[88] KhanMIR, TrivelliniA, FatmaM, MasoodA, FranciniA, IqbalN, et al Role of ethylene in responses of plants to nitrogen availability. Front Plant Sci. 2015;6:927–. 10.3389/fpls.2015.00927 26579172PMC4626634

[89] VogelMO, Gomez-PerezD, ProbstN, DietzKJ. Combinatorial signal integration by APETALA2/Ethylene Response Factor (ERF)-transcription factors and the involvement of AP2-2 in starvation response. Int J Mol Sci. 2012;13(5):5933–51. 10.3390/ijms13055933 22754341PMC3382747

[90] CaiH, XieW, LianX. Comparative analysis of differentially expressed genes in rice under nitrogen and phosphorus starvation stress conditions. Plant molecular biology reporter. 2013;31(1):160–73.

[91] TakehisaH, SatoY, AntonioBA, NagamuraY. Global transcriptome profile of rice root in response to essential macronutrient deficiency. Plant Signal Behav. 2013;8(6):e24409 10.4161/psb.24409 23603969PMC3907390

[92] ZhaoW, YangX, YuH, JiangW, SunN, LiuX, et al RNA-Seq-based transcriptome profiling of early nitrogen deficiency response in cucumber seedlings provides new insight into the putative nitrogen regulatory network. Plant and Cell Physiology. 2014;56(3):455–67. 10.1093/pcp/pcu172 25432971

[93] TianQ-Y, SunP, ZhangW-H. Ethylene is involved in nitrate-dependent root growth and branching in Arabidopsis thaliana. New Phytologist. 2009;184(4):918–31. 10.1111/j.1469-8137.2009.03004.x 19732351

[94] CabaJ, RecaldeL, LigeroF. Nitrate‐induced ethylene biosynthesis and the control of nodulation in alfalfa. Plant, Cell & Environment. 1998;21(1):87–93.

[95] NandwalAS, MaanA, KunduBS, SheokandS, KambojDV, SheoranA, et al Ethylene evolution and antioxidant defence mechanism in Cicer arietinum roots in the presence of nitrate and aminoethoxyvinylglycine. Plant Physiology and Biochemistry. 2000;38(9):709–15.

How the deposited data were processed for this re-analysis (not part of the article)

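RNA from leaf and root of spinach plants 6 weeks old, grown with 200 ppm N (high N) or 50 ppm N (low N), was sequenced in 12 libraries, 3 replicates for each of 4 groups. The authors removed low-quality reads, aligned read pairs to the spinach genome with TopHat v2.0.12 and Bowtie v2.2.3, counted fragments on genes with HTSeq v0.6.1 and deposited FPKM for 25495 genes. The authors tested each pair of groups with DESeq and called genes at an unadjusted p below 0.05. The table held 0 other per-sample columns. Libraries were assigned to groups by the letters and numbers in their names as the paper explains them. Some labels of tissue or treatment in the sample records differ from the names, and the sign of every fold in the paper's S3 to S6 Tables fits the assignment by name.

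The FPKM values are exact multiples of 1 fragment for each gene, so gene lengths and fragments were worked back from them for 23013 genes. A further 2480 genes were 0 in every library, and 2 were not recovered. The lowest share of a library's expression recovered this way was 99.99%. The method was tested on simulated data, where 100% of 1006 genes with enough fragments were recovered exactly. Totals on genes ranged from 15627994 to 18608172 fragments per library, and 3 fragments were taken as the smallest number that counts as detected, which for a 1 kb gene is 0.161 to 0.192 FPKM. These floors cover counting error only.

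Comparisons used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with eBayes and a variance trend, over genes with a mean FPKM of at least 1 in the libraries of the comparison. The comparisons were high N against low N within root and within leaf, root against leaf under low N and under high N, high N against low N over both tissues, and the interaction of tissue and N. Genes were counted at p below 0.05 and at a Benjamini-Hochberg adjusted p below 0.05. Single genes were compared with exact permutation tests on the mean of log2(FPKM + 1), and the overlap of gene sets with Fisher's exact test. Tables and tests outside limma were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9. The limma comparison was tested on simulated fragments with 200 genes changed 4-fold, of which 196 passed the filter. Of these, 91.8% had an adjusted p below 0.05, 4.88% of unchanged genes had p below 0.05, and 6 unchanged genes had an adjusted p below 0.05. The simulated genes were independent and shared a single dispersion of 0.1, which was not fitted to these libraries. The test therefore checks the procedure and does not measure its power or error rate on the real data.

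Genes compared singly are every gene that the paper's text names by identifier, the transcription factors of S7 Table, the RT-qPCR genes of S1 Table, and in each tissue the 3 genes with the largest rise and the 3 with the largest fall whose libraries did not overlap. The auxin-binding protein genes of S3 Table and the genes with an adjusted p below 0.05 were added. Genes below the filter on low values whose values are given are reported as FPKM, fragments and an exact permutation test. Some genes of S1 and S7 Tables are reported in counts alone.

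Alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, no variance trend, all 4 groups in one fit, array weights for the comparisons within root and within leaf, tissue as a covariate for the comparison over both tissues, and each library left out in turn. Replicate numbers in the library names are shared by the groups, and a fit with the replicate number as a block was run for every comparison. Fits with voom on the fragments worked back from FPKM, and a block numbered within tissue for the interaction, were added after the data were seen. Enrichment of GO terms and KEGG pathways, counts of transcription factor families and DNA replication genes are not reported here, since 0 of the identifiers matched the reference annotation. The RT-qPCR, physiology and amino acid measurements were not analysed here.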

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

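The tests of the numbers of genes over other splits of the libraries, and all tests of the 30 genes whose response differed between tissues, were chosen after those results were seen. The readings of the block test as undecided and of the flavonoid tests for scaling and for 1 library were set after their values were seen.

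The response to N differed between root and leaf in limma's interaction term for 30 genes at an adjusted p below 0.05, of which 29 rose more, or fell less, under high N in root than in leaf. At p below 0.05 the number was 1242. The difference of the log2 fold changes, root minus leaf, was 2.00 for Spo03782 (ACO), 3.13 for Spo07360 (Peroxidase 2), 2.36 for Spo19365 (RING-H2 finger protein ATL11), 2.05 for Spo23280 (Cinnamoyl-CoA reductase-like SNL6) and 2.40 for Spo25740 (Chalcone synthase 2). With the replicate number as a block, the adjusted p-values of these 5 genes were 0.0514 to 0.0601. Of the 30 genes, 15 had a mean below 1 FPKM in leaf, so their difference reflects a change in root of genes scarcely expressed in leaf, 3 were below 1 FPKM in root, and 12 were above it in both tissues. Median-of-ratios scaling between libraries left 22 of the 30 genes with an adjusted p below 0.05 and quantile normalization 24, so neither scaling between libraries nor the distribution of the libraries accounts for most of them. With a pseudocount of 0.1 the number of genes with an adjusted p below 0.05 was 2, and with voom, chosen after the data were seen, 0 (912 at p below 0.05), so the number depends on the scale of log2(FPKM + 1). With a replicate block within tissue, which tests 2 replicate libraries that follow another factor, 2 of them had one. The block also takes degrees of freedom, so this test does not separate the explanations. Of the 32 splits that part every same-numbered pair, 2 gave as many genes at an adjusted p below 0.05 and 8 at p below 0.05. Both numbers count the real split itself. The other split, with 174 genes, exchanged the treatment of all root libraries, which turns the interaction into the response shared by both tissues, and every further split gave at most 20. Splits that exchange most of the libraries of a tissue carry that shared response too. The split that exchanged root replicate 2 alone gave 1508 genes at p below 0.05 and 0 at an adjusted p below 0.05. These numbers do not settle what chance would give. A difference between the tissues in the response to N may underlie the 30 genes, but chance, the scale of the values and replicates that follow another factor were not excluded.

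Flavonoid genes are not discussed in the paper, and were singled out here by words in the names of S3 Table. S3 Table, the root genes higher under high N, names 16 of 712 genes with a flavonoid enzyme, against 1 of 612 in S4 Table (Fisher's exact test, p = 0.000766). The family was picked from the names in S3 Table, so this p-value is not separate evidence for it. Both lists hold fewer genes than the paper's text counts. In leaf, S5 Table names 2 of 538 and S6 Table 7 of 575 (Fisher's exact test, p = 0.180). In root, 14 of the 16 were higher under high N at p below 0.05, with 1 at an adjusted p below 0.05. These genes come from a list already called higher in these libraries, so neither number is separate evidence. Of 7 tested in leaf, 5 were lower under high N, 2 of them at p below 0.05. Of all 16, 5 had an adjusted p below 0.05 in the interaction term. With median-of-ratios scaling, 15 were higher at p below 0.05, but the list was itself drawn up with this scaling. Over all tested root genes, this scaling moved the median log2 fold change only from -0.048 to -0.005. The tested flavonoid genes rose by 0.70 to 2.77 log2 units without it, which argues against scaling between libraries for these genes. In the fits that left out a library, 15 were higher in every fit, but the genes were chosen for that direction, so this shows no stability. For 12 of the 16 genes every high N root library was above every low N one, which argues against 1 library alone for these 12. The other genes overlapped between the groups, so a part played by 1 library was not excluded for them. A hypothesis is that flavonoid synthesis in root rises with N supply.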

How the results depend on the processing

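The alternatives were chosen before the data were examined, except the fits with voom on recovered fragments and the replicate block within tissue, which were chosen after the data were seen. The splits for the numbers of genes in single comparisons and the interaction were chosen after those numbers were seen, and those for the ratio, the shared genes and the paper's lists before.

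The number of N-responsive genes in root at p below 0.05 was 1993, and 4208 with array weights. At an adjusted p below 0.05 it was 5, and 0 with no filter on low values, 81 with all 4 groups in one fit, 0 with the replicate block, 66 with array weights, 2 with voom and 0 with voom and the block. At p below 0.05 these fits gave 2295 without a filter, 1991 with the block and 2153 with voom and the block. Root libraries of the same number did not deviate together (mean correlation 0.0568), so the number of root genes with the replicate block is given only here. In leaf, 1850 genes at p below 0.05 became 3033 with array weights, and 0 genes at an adjusted p below 0.05 became 14 with all 4 groups in one fit, 55 with array weights and 3 with voom.

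Over both tissues, 623 genes at p below 0.05 became 1062 with median-of-ratios scaling, 1011 with quantile normalization, 3042 with tissue as a covariate and 3182 with tissue and the block. At an adjusted p below 0.05, 0 genes became 1, 70 and 2 with quantile normalization, tissue, and tissue with the block. For the interaction of tissue and N, 30 genes at an adjusted p below 0.05 became 2 with a pseudocount of 0.1, 12 without a filter, 1 with the replicate block, 3 with the block within tissue, and 0 with voom without and 0 with the block, where 912 and 1165 genes had p below 0.05.

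The ratio of root to leaf genes was 1.08 and fell below 1 with median-of-ratios scaling (0.923), quantile normalization (0.931), all 4 groups in one fit (0.766), the replicate block (0.902) and voom with the block (0.912). At an adjusted p below 0.05 the ratio could not be formed in the comparison without alternatives, since leaf had 0 genes and 1850 at p below 0.05. The numbers in root and leaf at an adjusted p were 81 and 14 with all 4 groups in one fit, 66 and 55 with array weights, and 2 and 3 with voom. Genes shared by root and leaf numbered 376, 932 with array weights and 0 with adjustment. Of the genes of S3, S4, S5 and S6 Tables, 591, 550, 465 and 495 changed in the listed direction at p below 0.05 and 5, 0, 0 and 0 at an adjusted p, and S6 Table had 317 with a mean FPKM of at least 5. For the auxin-binding protein genes, 18 became 0 with adjustment. The mean squared correlation of replicates, 0.950, was 0.919 for FPKM without a log and 0.917 for genes with a mean FPKM of at least 1. The cause of these changes was not tested.

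Leaving out each library in turn gave 977 to 3110 genes at p below 0.05 and 0 to 18 at an adjusted p in root, 1310 to 1975 and 0 to 41 in leaf, 10578 to 12038 and 9087 to 11110 between root and leaf under low N, and 11582 to 12779 and 10643 to 12168 under high N. Over both tissues it gave 468 to 820 genes at p below 0.05 and 0 in every fit at an adjusted p, and for the interaction 940 to 1632 and 0 to 58. The ratio of root to leaf genes ranged from 0.528 to 1.68, the shared genes from 174 to 512, the genes of S3 Table from 365 to 554, of S4 Table from 341 to 526, of S5 Table from 343 to 422 and of S6 Table from 362 to 437, and the auxin-binding protein genes from 17 to 19. The squared correlation of replicates ranged from 0.948 to 0.955, and the distance ratio from 1.14 to 1.61 in root and 1.12 to 1.38 in leaf.

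Between root and leaf, the direction of the larger share of genes was the same under every setting run for these comparisons, which did not include array weights, though median-of-ratios scaling moved the share higher in root from 75.6 to 53.4% under low N. Of 64 tested results of single genes, 61 had p below 0.05, of which 55 kept it under every alternative with all libraries in which they passed the filter and 45 in every such fit that left out a library, and 0 changed direction. A mean FPKM of at least 5 tested 40 of the 64 results and all 4 groups in one fit 60. For genes below the filter on low values, the fragments limit what can be seen, and 15 of 21 had p below 0.05 in the fit without a filter.

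The numbers of splits given here as reaching the real value count the real split itself. Of the 4 splits of 6 libraries that part every same-numbered pair, only the real split gave as many genes at p below 0.05 in root. The same held at an adjusted p. The other splits gave 208 to 709 genes at p below 0.05 in root and at most 825 in leaf, where 1 split gave as many at p below 0.05 and all 4 as many (0, against 1850 at p below 0.05) at an adjusted p. For root against leaf, 1 of 4 splits under low N and 1 of 4 under high N gave as many at each threshold. The other splits gave 19 to 117 and 32 to 240 genes at p below 0.05. Splits that part 1 same-numbered pair put both libraries of a number in the same group. They gave 196 to 2642 genes at p below 0.05 in root, at most 1395 in leaf, and at most 309 and 183 for root against leaf under low and high N. The largest of them in root, above the real split, set high N replicates 1 and 2 with low N replicate 1. Over both tissues, 1 of 32 splits gave as many genes at p below 0.05 and 32 of 32 as many (0, against 623 at p below 0.05) at an adjusted p. Of 16 splits, 8 gave as large a ratio of root to leaf genes and 1 as many shared genes. For the genes of S3, S4, S5 and S6 Tables and the auxin-binding proteins, 1 of 4 splits gave as many. With 4 or 16 splits no share under 0.05 can be reached. The DNA replication genes were not run, since gene names here cover only the genes that the paper lists or names, and not the other tested genes.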

Differences from the paper's values

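The alternatives named here were set before the data were examined, except those said to be chosen after seeing the values. For root genes lower under high N, the value was 1165 against the paper's 620. A mean FPKM of at least 5 gave 918, median-of-ratios scaling 915, and leaving out high N replicate 1 or 2 or low N replicate 2 or 3 gave 617, 488, 862 and 754, all within 1.5 times the paper's. The other alternatives did not come that close.

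For leaf the total was 1850 against the paper's 1136, and 1397 with a mean FPKM of at least 5. Leaving out high N leaf replicate 1, 2 or 3 or low N leaf replicate 2 gave 1532, 1532, 1310 and 1350, within 1.5 times the paper's. The number of leaf genes lower under high N was 1070 against the paper's 586, and 756 with a mean FPKM of at least 5, 690 without high N leaf replicate 2 and 778 without replicate 3, within 1.5 times it. The remaining alternatives did not bring either value that close.

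Over both tissues, 623 genes changed, 278 higher and 345 lower under high N, against the paper's 222, 88 and 134. No alternative brought these 3 values within 1.5 times the paper's.

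Under low N, 9164 genes were lower in leaf than in root against the paper's about 4300 in Fig 4, read by eye, and 5117 with median-of-ratios scaling and 5262 with quantile normalization, the alternatives within 1.5 times the paper's value. Under high N the number was 9678 against the paper's about 5000 in Fig 4, read by eye. With a mean FPKM of at least 5 it was 7415, with median-of-ratios scaling 5744 and with quantile normalization 5833, within 1.5 times it. The other alternatives, leaving out a library included, did not close either gap.

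Genes called in root and in no other comparison numbered 123 against the paper's 200. No filter on low values gave 143, a mean FPKM of at least 5 134, median-of-ratios scaling 159, quantile normalization 165, no variance trend 138, and leaving out high N root replicate 3 or low N root replicate 1 gave 206 and 265, within 1.5 times the paper's. A pseudocount of 0.1, the replicate block and leaving out another root library did not. In leaf the number was 85 against the paper's 181. Median-of-ratios scaling gave 128, quantile normalization 147, the replicate block 155 and leaving out low N leaf replicate 3 129, within 1.5 times it, as did voom with the replicate block, chosen after seeing the values (137). The other alternatives did not.

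Genes shared by root and leaf numbered 376 against the paper's about 240 in Fig 5, read by eye. A mean FPKM of at least 5 gave 260, and fits that left out a library gave 174 to 346 genes, all within 1.5 times the paper's, except leaving out high N root replicate 3, low N root replicate 1 or low N leaf replicate 1. The other alternatives did not close the gap. Of the auxin-binding protein genes, 18 had p below 0.05 against the paper's 11, and no alternative brought the number within 1.5 times it. The paper's own log2 fold change in S3 Table was at least 2 for 11 of them, all with p below 0.05 here, which equals the paper's number. That limit was chosen after seeing the values.

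The paper's ranking of root above leaf in the number of DEGs held in the main comparison and was turned around at p below 0.05 with the replicate block and 3 other alternatives, median-of-ratios scaling, quantile normalization and all 4 groups in one fit, as well as with voom with the replicate block, chosen after seeing the values. Leaving out high N root replicate 1 or 2 or low N root replicate 2 or 3 turned it around too, with 1185, 977, 1439 and 1360 genes in root against 1850 in leaf. The leaf number is from all its libraries, and fewer libraries alone can lower a number, so these fits do not decide the ranking. At an adjusted p below 0.05, all 4 groups in one fit gave 81 genes in root and 14 in leaf, the paper's order. The paper's larger number of DEGs between root and leaf under high N than under low N was turned around with all 4 groups in one fit, with 12601 genes under high N and 12718 under low N. The paper counts Spo26413, Spo04617 and Spo26866 among genes that changed with N, and they had p of 0.05 or more in the comparisons used here. Spo26413 had p below 0.05 without a filter, without a variance trend and when high N leaf replicate 3 or low N leaf replicate 1 was left out, and with voom, chosen after seeing the values. Spo04617 (HHO2) had it with all 4 groups in one fit, the replicate block, array weights and when high N root replicate 3 was left out, and with voom and the block, chosen after seeing the values. Spo26866 (DREB1A) had it with a pseudocount of 0.1, all 4 groups in one fit, array weights and when low N leaf replicate 3 was left out, and with voom and the block, chosen after seeing the values. Of the 21 results for named genes below the filter on low values, 15 had p below 0.05 without it. Those of Spo15883, Spo15921, Spo05295 in root, Spo13254 and Spo25832 did not. Spo05295, which the paper names with Spo08792 as higher under high N in root and leaf without giving a tissue for each gene, had 0 fragments in every leaf library.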

Other observations

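The tests of the paper's folds and of the share of genes higher in root, and that of low N leaf replicate 1 alone, were chosen after the result was seen, and the readings of the mixed sample and the exchanged labels as undecided were set after their values were seen.

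The paper's log2 fold changes for 2419 genes above 0 in both groups lay within 0.001 of the log2 ratio of mean fragments with median-of-ratios scaling. For genes at 0 in a group, all 18 listed folds lay within 0.001 of the value with the mean of the group at 0 set to 1, which may be how those folds were made. Benjamini-Hochberg adjustment of the paper's own p-values, over the 22403 genes with at least 1 fragment in root, left 130 of the 1324 listed root genes below 0.05 (9.82%), and over 21774 genes in leaf 88 of 1113 (7.91%).

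Some genes were raised in 1 library alone, at least 2 log2 units above the other libraries of its group. Of 268 such leaf genes with values in root, 165 (61.6%) were highest in the root library of the same number, where 33.3% is expected by chance. Low N leaf replicate 1 had the most, 222, and 125 of 192 with values in root (65.1%) were highest in low N root replicate 1, so most of the 268 genes come from this library. For high N leaf replicate 1 it was 7 of 27 (25.9%), below the share expected by chance, and for high N leaf replicate 2 24 of 37 (64.9%). Of genes raised in 1 root library, 23 of 24 for high N replicate 2 and 47 of 49 for low N replicate 1 were highest in the leaf library of the same number. The share was weaker for high N root replicate 3, 10 of 17 (58.8%), and low N root replicate 2, 7 of 15 (46.7%). For high N root replicate 1 it was 5 of 5 and for low N root replicate 3 6 of 6. Some leaf and root libraries of the same number may share an event, and genes are not independent of each other. No biological explanation was tested for this pattern.

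High N root replicate 3 lay between the other high N and the low N root libraries, at a median fraction of 0.262 for genes higher under high N and 0.558 for lower ones. The fractions of the 2 sets differed by 0.296, within the range of 0.153 to 0.721 for the other 11 libraries, so a mixed sample was neither shown nor excluded. Its fraction was the lowest of all libraries for genes higher under high N. For genes lower under high N, other libraries had smaller fractions, down to 0.175 in low N root replicate 1 and 0.162 in low N leaf replicate 3. To test whether the labels of high N root replicate 3 and low N root replicate 1 were exchanged, each root library was scored over the 1655 genes called in leaf. The scores were 0.204, 0.339 and -0.0492 in high N and -0.0664, -0.318 and -0.110 in low N replicates 1 to 3. Replicate 3 of high N was 0.0172 above replicate 1 of low N, less than the replicate SD, so an exchange cannot be told apart from replicate spread.

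More genes were higher in root than in leaf. Under low N the share was 73.5% of tested genes, and 59.1% when the 100 most abundant leaf genes were left out of the library totals. Under high N it went from 72.4% to 57.4%. Most of the excess over 50% may come from a few abundant leaf genes taking the fragments.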
